# *SYISL* Knockout Promotes Embryonic Muscle Development of Offspring by Modulating Maternal Gut Microbiota and Fetal Myogenic Cell Dynamics

**DOI:** 10.1002/advs.202410953

**Published:** 2024-12-16

**Authors:** Hao Zuo, Wei Jiang, Jianwei Gao, Zhibo Ma, Chen Li, Yaxin Peng, Jianjun Jin, Xizhen Zhan, Wei Lv, Xiao Liu, Jingjing Hu, Mengdi Zhang, Yiming Jia, Zaiyan Xu, Junming Tang, Rong Zheng, Bo Zuo

**Keywords:** butyrate, gut microbiota, muscle fiber number, scRNA‐seq, *SYISL*

## Abstract

Embryonic muscle fiber formation determines post‐birth muscle fiber totals. The previous research shows *SYISL* knockout significantly increases muscle fiber numbers and mass in mice, but the mechanism remains unclear. This study confirms that the *SYISL* gene, maternal gut microbiota, and their interaction significantly affect the number of muscle fibers in mouse embryos through distinct mechanisms, as *SYISL* knockout alters maternal gut microbiota composition and boosts butyrate levels in embryonic serum. Both fecal microbiota transplantation and butyrate feeding significantly increase muscle fiber numbers in offspring, with butyrate inhibiting histone deacetylases and increasing histone acetylation in embryonic muscle. Combined analysis of RNA‐seq between wild‐type and *SYISL* knockout mice with ChIP‐seq for H3K9ac and H3K27ac reveals that *SYISL* and maternal microbiota interaction regulates myogenesis via the butyrate‐HDAC‐H3K9ac/H3K27ac pathway. Furthermore, scRNA‐seq analysis shows that *SYISL* knockout alone significantly increases the number and proportion of myogenic cells and their dynamics, independently of regulating histone acetylation levels. Cell communication analysis suggests that this may be due to the downregulation of signaling pathways such as MSTN and TGFβ. Overall, multiple pathways are highlighted through which *SYISL* influences embryonic muscle development, offering valuable insights for treating muscle diseases and improving livestock production.

## 1 Introduction

Understanding the formation of muscle fibers is integral for developing methods of treating various muscle diseases for the improvement of meat production. The growth and development of skeletal muscle involve two stages: the formation of embryonic muscle fibers and the enlargement of muscle fibers after birth, in which the number of muscle fibers during the embryonic period determines the quantity of muscle fibers after birth.^[^ ^1^ ^]^ In the process of mouse embryonic development, primary muscle fibers, which predominantly express the slow myosin heavy chain (MyHC I) protein, are formed between embryonic days 11.5 and 14.5 (E11.5d–E14.5d). Subsequently, secondary muscle fibers are formed until E18.5d, and thereafter the number of muscle fibers remains stable.^[^ ^2^ ^]^ The development of embryonic muscle fibers is influenced by multiple factors such as transcription factors,^[^ ^3^ ^]^ epigenetic modifiers,^[^ ^4^ ^]^ and non‐coding RNAs.^[^ ^5^ ^]^ The absence of the transcription factor *KLF4* results in a significant reduction in both the weight of embryos at E17.5d and the area of muscle fibers.^[^ ^6^ ^]^ Knockout (KO) of *KDM4A*, a histone demethylase, inhibits myogenic differentiation by reducing the demethylation of the histone marker H3K9me3 at the regulatory regions of key myogenic genes such as *MyoD* and *MyoG*, leading to reduced embryonic weight and decreased muscle fiber size in mice.^[^ ^7^ ^]^

Recent studies have established key interaction relationship between host genes and gut microbes,^[^ ^8^ ^]^ revealing host genes can influence the composition of gut microbiota or their metabolic products,^[^ ^9^ ^]^ subsequently affecting muscle development.^[^ ^10^ ^]^ For example, *MSTN* deficiency leads to the enrichment of microbes in the colon that produce short‐chain fatty acids (SCFAs), thus increasing valeric acid production, which activates the Akt/mTOR pathway via G protein‐coupled receptor 43 (GPR43), eventually stimulating the growth of type IIb muscle fibers.^[^ ^11^ ^]^ Transplanting the microbiota of Rongchang pigs into germ‐free (GF) mice has been shown to alter mice muscle composition, resulting in an increase of the type I muscle fiber proportion and a reduction in the measured area of type IIb muscle fibers.^[^ ^12^ ^]^ SCFAs are the most extensively studied microbial metabolites in the gut‐muscle axis, with numerous SCFAs receptors such as GPR41 and GPR43 present in muscle tissue.^[^ ^13^ ^]^ SCFAs can affect skeletal muscle development by activating multiple signaling pathways, such as AMP‐activated protein kinase (AMPK), peroxisome proliferator‐activated receptor δ (PPAR‐δ), and peroxisome proliferator‐activated receptor‐γ coactivator‐1α (PGC‐1α), or by inhibiting histone deacetylases (HDACs) activity.^[^ ^14^ ^]^ SCFAs are small molecular substances, that can be transferred from the mother through the placenta to the fetus,^[^ ^15^ ^]^ while sources have also shown that adding sodium butyrate to pregnant rats can significantly reduce blood pressure and levels of inflammatory factors, and increase the weight of the fetus and placenta.^[^ ^16^ ^]^

Our previous studies identified Synaptopodin‐2 intron sense‐overlapping lncRNA (*SYISL*) as a novel suppressor of muscle growth in mice, pigs, and humans,^[^ ^17^ ^]^ and demonstrated that knockout of *SYISL* could result in a significant increase in the total number of muscle fibers and muscle mass in mice.^[^ ^18^ ^]^ However, how *SYISL* influences offspring embryonic myogenesis is largely unknown. In this study, we discovered that the interaction between maternal *SYISL* and gut microbes significantly increases the number of embryonic muscle fibers. Specifically, *SYISL* knockout significantly altered the composition of the maternal intestinal microbiota, leading to a significant increase in the abundance of *Prevotella* and butyrate‐producing bacteria, which in turn significantly raised the levels of butyrate in the maternal serum, feces, and fetal serum. Concurrently, we also discovered that butyrate was involved in the significant increase in the number of embryonic muscle fibers caused by the *SYISL* knockout through the HDAC‐H3K27ac/H3K9ac pathway. Moreover, single‐cell RNA sequencing (scRNA‐seq) of WT and KO fetal muscles from the same heterozygous parents showed that *SYISL* knockout leads to a significant increase in myogenic cells and the number of embryonic muscle fibers, likely through various key signaling pathways such as TGFβ, MSTN, and PTN. Our study reveals the multiple pathways by which *SYISL* regulates embryonic myogenesis in offspring.

## 2 Results

### 2.1 Interaction Between Maternal *SYISL* and Gut Microbes Significantly Affects Numbers of Secondary and Total Muscle Fibers in Offspring

To determine interaction between host *SYISL* gene and gut microbiota and its potential effects on muscle fiber development in offspring, we prepared germ‐free WT and KO mice (ABT‐WT and ABT‐KO) and established four mating groups (**Figures** **1**A, S1A, Supporting Information). We performed immunofluorescence staining for laminin and MyHC I in the leg muscles of E18.5d embryos, and the number of muscle fibers in the extensor digitorum longus (EDL) muscles were counted (Figure 1B). The results showed a significant increase in the number of primary, secondary, and total muscle fibers in KO fetuses compared to WT fetuses (*p* < 0.05), along with a significant decrease in the muscle fiber area in KO fetuses (**Table** **1** and Figure 1C). KO fetuses showed higher protein expression levels of the differentiation marker MyoG and MyHC, but lower protein expression levels of the fusion marker MYMK in leg muscles than WT fetuses (Figure 1D). These results were consistent with those at postnatal day 0.5 (Figure S1B–E, Supporting Information). Additionally, DAPI staining of isolated individual muscle fibers showed that the number of nuclei per fiber in KO mice was significantly lower than that in WT mice (*p* < 0.01, Figure 1E).

**Figure 1:**
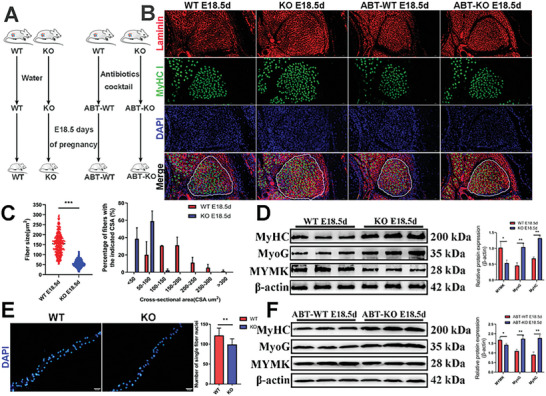
The interaction between host genes and gut microbes in female mice has significant effects on the number of muscle fibers in their offspring. A) After antibiotic treatment, female mice of either SPF or pseudo‐germ‐free were mated with male mice with the corresponding microbial status. Samples were collected on gestational day 18.5. *n* = 9. B) Representative images of immunofluorescence staining for laminin (red) and MyHC I (green) in the cross‐sections of the hind limbs of KO and WT fetuses at E18.5d. The white dashed lines delineate the mouse EDL muscle. Scale bars, 50 µm. *n* = 5. C) Analysis of EDL muscle fiber cross‐sectional areas in E18.5d mice. The left figure presents a scatter plot of the areas of each muscle fiber, and the right figure shows the distribution of the muscle fibers with different area ranges. Compared to WT mice, KO mice exhibit a higher proportion of muscle fibers with smaller cross‐sectional areas. In an independent experiment, the areas of 100 myofibers from the EDL muscle of each mouse were analyzed. Data were presented as mean ± SDs, *n* = 3. ***p < 0.001. D,F) Western blotting results showed that in both SPF (D) and ABT (F) mice, *SYISL* KO significantly increased the protein expression levels of MyoG and MyHC genes and notably decreased the protein expression levels of MYMK genes. Data were presented as mean ± SDs, *n* = 3. *p < 0.05, **p < 0.01. E) Representative images of DAPI staining of single myofibers and quantification of four independent experiments show that *SYISL* knockout significantly decreases the number of nuclei per fiber. Scale bar, 50 µm. Twenty single myofibers/muscle/mouse were analyzed in an independent experiment. Data were presented as mean ± SDs, **p < 0.01.

**Table 1:** Analysis of muscle fiber number of four different types of fetuses at E18.5d.

Type	Primary muscle fibers number	Secondary muscle fiber number	Total muscle fiber number
WT E18.5d	164.75 ± 25.53^b^	605.75 ± 15.57^b^	770.5 ± 25.39^c^
KO E18.5d	204.8 ± 11.01^c^	799.4 ± 25.41^c^	1004.2 ± 33.88^d^
ABT‐WT E18.5d	103.25 ± 7.75^a^	446.5 ± 39.05^a^	549.75 ± 43.62^a^
ABT‐KO E18.5d	124.5 ± 8.79^a^	581.75 ± 22.61^b^	706.25 ± 28.10^b^

Values with the same number of letters indicate that the difference is not significant. Different letters indicate that the difference is significant. The data represent the means ± SDs, *n* = 5.

Immunofluorescence results showed that ABT‐WT fetuses exhibited a significant reduction in the number of primary, secondary, and total muscle fibers at E18.5d in comparison to untreated WT fetuses, and similar results were observed between ABT‐KO and untreated KO fetuses (*p* < 0.01, Table 1 and Figure 1B). Western blotting results revealed a significant decrease in the differentiation and fusion capabilities of embryonic skeletal muscle after antibiotics treatment (Figure S1F,G, Supporting Information). ABT‐KO fetuses also showed an increase in muscle fiber numbers compared to ABT‐WT mice (Table 1). The differences in primary, secondary, and total muscle fiber numbers between WT and KO fetuses were more prominent than between ABT‐KO and ABT‐WT fetuses (Table 1 and Figure 1B). The differences in MYMK, MyoG, and MyHC protein levels in leg muscles between WT and KO fetuses were also larger than those between ABT‐WT and ABT‐KO fetuses (Figure 1D,F). These results suggest that maternal gut microbiota had shown effects on embryonic muscle fiber formation. Two‐way analysis of variance (ANOVA) analysis of the above data further confirmed that the interaction between the maternal *SYISL* genotype and gut microbiota significantly affected on the numbers of secondary and total muscle fibers (*p* < 0.05), whereas the maternal *SYISL* genotype alone and gut microbiota alone affected the numbers of primary, secondary, and total muscle fibers (**Table** **2**). In summary, the *SYISL* gene, maternal gut microbiota, and their interaction had notable effects on the formation of embryonic muscle development.

**Table 2:** Results of two‐way ANOVA.

Type	Source of variance	Sum of squares	df	Mean square	F	*p*
Primary muscle fibers	Genotype	4440.2	1	4440.2	18.602	0.001**
	Gut microbe	25063.2	1	25063.2	104.999	<0.001***
	Genotype × Gut microbe	480.2	3	160.1	2.012	0.175
Secondary muscle fibers	Genotype	135136.8	1	135136.8	185.902	<0.001***
	Gut microbe	177472.8	1	177472.8	244.142	<0.001***
	Genotype × Gut microbe	4032.8	3	1344.3	5.548	0.032*
Total muscle fibers	Genotype	188568.2	1	188568.2	166.495	<0.001***
	Gut microbe	335923.2	1	335923.2	296.601	<0.001***
	Genotype × Gut microbe	7296.2	3	2432.1	6.442	0.022*

Two‐factor ANOVA was used to study the impact of genotype and gut microbiota on primary, secondary, and total muscle fibers. The data represent the means ± SDs of five independent experiments; *p < 0.05, **p < 0.01, ***p < 0.001.

### 2.2 *SYISL* Knockout Changes the Gut Microbiota Composition and Metabolites of Pregnant Mice

Since RT‐qPCR results showed that *SYISL* gene expression significantly increased from E13.5 to E18.5d (**Figure** **2**A), we collected female mouse fecal samples at E13.5d, E15.5d, and E18.5d from WT and KO mice and analyzed the composition of the fecal microbiota by 16S rRNA sequencing. These results showed that at E13.5d, the Chao1 index was significantly lower in the KO group in the WT group (*p* < 0.01). As pregnancy progressed, the Chao1 index in the KO group significantly increased at E15.5d compared to E13.5d (*p* < 0.05), and both the WT and KO groups exhibited significantly higher Chao1 index (*p* < 0.01) and Shannon index at E18.5d than at E13.5d (*p* < 0.05, Figure 2B; Figure S2A, Supporting Information). Principal coordinate analysis (PCoA) showed that during all three stages of pregnancy (E13.5, E15.5, and E18.5d), the fecal microbiota of the KO group significantly separated from that of the WT group (*p* < 0.05, Figure 2C). As pregnancy progressed, the microbial structure in the feces of the WT mice remained relatively stable (*p* > 0.05, Figure S2B, Supporting Information), whereas that of KO mice exhibited significant differences across the three pregnancy stages (*p* < 0.05, Figure S2C, Supporting Information). These results suggesting that *SYISL* KO might substantially alter the composition of the microbiota with a significant change occurring at E15.5d (secondary fiber formation stage). Our analysis of the bacterial differential abundance at the phylum showed that during all three stages of pregnancy, the abundance of *Tenericutes* and *TM7* was significantly higher in the KO female mice than in WT (*p* < 0.05, Figure 2D–F, Figure S2D, Supporting Information), whereas the abundance of *Proteobacteria* was significantly lower in the KO female mice than in WT (Figure S2E, Supporting Information). Furthermore, we performed genus‐level analysis (Figure 2G, Figure S2F, Supporting Information) and found that the relative abundance of *Prevotella* significantly increased (*p* < 0.01, Figure 2H), whereas that of the genus *Ruminococcus* significantly decreased in the KO group (*p* < 0.05, Figure 2I). We validated the accuracy of the 16S rRNA results by RT‐qPCR analysis of fecal DNA samples from WT and KO mice collected at E18.5d (Figure S3A,B, Supporting Information), and our data showed significant differences in the relative abundance of the *Prevotella* and *Ruminococcus* genera during the critical period of secondary muscle fiber development (E15.5d–E18.5d). These findings suggest that two genera mentioned might play important roles in muscle fiber development.

**Figure 2:**
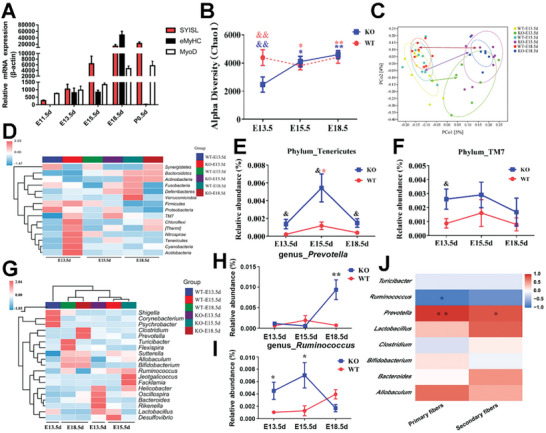
*SYISL* gene knockout in pregnant mice significantly affects the gut microbiota composition. A) RT‐qPCR results indicate that the expression of the *SYISL* gene increased with embryonic muscle development. *eMyHC* and *MyoD* were used as positive references. B) The Chao1 index indicates variations in the gut microbiota abundance of WT and KO female mice during different stages of pregnancy. During pregnancy, gut microbiota in WT mice exhibited a stable trend, while the abundance of gut microbiota in KO mice showed a significant increasing trend. The two groups of maternal mice only displayed significant differences in gut microbiota at E13.5d. C) PCoA results demonstrated significant differences in the gut microbiota of WT and KO maternal mice at gestational days 13.5, 15.5, and 18.5. *n* = 6. D,G) The heatmap of species clustering of fecal microbiota at the phylum (D) and genus (G) levels during different stages of pregnancy in WT and KO female mice is represented. E,F) The relative abundance changes of fecal microbiota in WT and KO female mice during all three stages of pregnancy for microbial groups phylum *Tenericutes* (E), TM7 (F). At three stages, the abundance of phylum *Tenericutes* and *TM7* in KO mice was higher than that in the WT group. H,I) Relative abundance changes in the taxonomic composition of *Prevotella* (H) and *Ruminococcus* (I) at the genus level in WT and KO maternal mice at gestational days 13.5, 15.5, and 18.5. J) The correlation heatmap showing the correlation results among abundance of *Prevotella* and *Ruminococcus*, and number of primary and secondary muscle fibers at E18.5d. The data represent the means ± SDs of three independent experiments; *p < 0.05, **p < 0.01.

We conducted Spearman correlation analyses to assess the relationship between the relative abundance of intestinal genera (with >1% abundance) and the number of embryonic muscle fibers at E18.5d. The results showed a significant positive correlation between *Prevotella* and the number of both primary and secondary muscle fibers (*p* < 0.05), and a significant negative correlation between *Ruminococcus* and the number of primary muscle fibers (*p* < 0.05, Figure 2J). In summary, *SYISL* knockout led to significant changes in the composition of the host gut microbiota and promoted an increase in the abundance of *Prevotella*.

To reveal the metabolic changes caused by alterations in the gut microbiota, we analyzed the fecal samples of WT and KO mice at gestational day 18.5 using liquid chromatography‒mass spectrometry (LC‒MS). Using partial least squares discriminant analysis (PLS‐DA), we observed significant differences in the metabolite profiles between WT and KO (**Figure** **3**A). In the comparison between KO and WT specimens, a total of 62 metabolites with differential abundance were identified, among which 34 were upregulated and 28 were downregulated (Figure 3B). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis indicated that these differential metabolites were mainly enriched in the pathways associated with protein degradation, protein transport, and amino acid metabolism (Figure S3C, Supporting Information). Differential metabolite heatmap showed that compared to those in the WT group, some metabolites such as Creatine, L‐Histidine, L‐Serine, L‐Isoleucine, L‐Tryptophan, L‐Methionine, Tryptophol, and 3‐Methylindole significantly increased in the KO group, while metabolites such as 4‐Pyridoxic acid, SM (d18:1/12:0), and Dihydroceramide were significantly decreased (Figure 3C). Next, we conducted correlation analysis between these fecal metabolites and gut microbiota associated with muscle fiber development. There were significant positive correlations between *Prevotella* and metabolites such as 5‐Hydroxy‐L‐tryptophan (5‐HTP) and creatine (*p* < 0.05, Figure 3D). Following these results, Spearman correlation analysis between differentially abundant metabolites and muscle fiber number was performed (Figure 3E). Therefore, the results show that such metabolites significantly positively correlated with embryonic muscle fiber number included tryptophan, 5‐HTP, 3‐methylindole, tryptophol, creatine (*p* < 0.05, Figure 3E). Serum profiling analysis revealed significant differences between WT and KO female mice at 18.5d of pregnancy (Figure 3F). Compared to the WT group, the KO group showed a significant increase in the levels of creatine phosphate and succinic acid (*p* < 0.05), but a significant decrease in the levels of L‐asparagine anhydrous, ethanolamine, guanidinoethyl sulfonate, and creatine (*p* < 0.05, Figure 3G).

**Figure 3:**
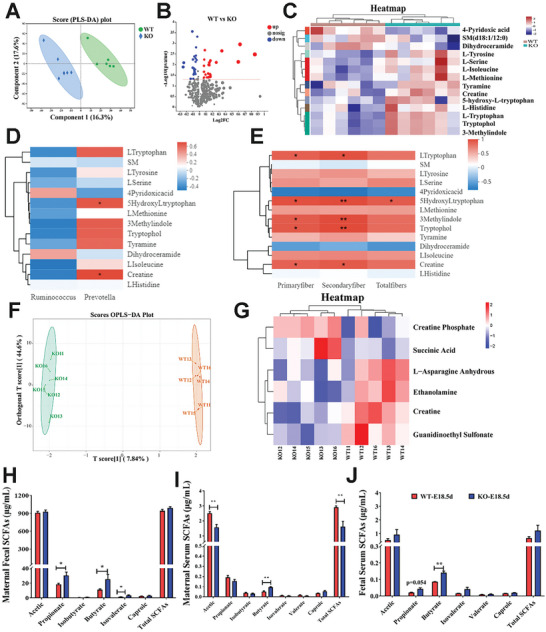
*SYISL* knockout in female mice significantly alters the abundance of endogenous metabolites. A) PLS‐DA analysis revealed significant differences in metabolite profiles between KO and WT mice. *n* = 6. B) Volcano plots of differential metabolites in fecal samples from WT and KO female mice show a total of 62 differential metabolites, with 34 metabolites significantly upregulated and 28 significantly downregulated in the KO group compared to the WT group. C) A heatmap illustrates the differential metabolites in fecal samples from WT and KO mice. D) Correlation analysis between differential metabolites in fecal samples and core differential genera (*Prevotella, Ruminococcus*) was performed. E) Correlation analysis demonstrated relationships between differential metabolites in fecal samples and embryonic muscle fiber number in the mice. F) The differences in serum metabolite profiles dependent on the genotype of maternal mice were analyzed using Orthogonal Partial Least Squares Discriminant Analysis (OPLS‐DA), revealing significant variations between the metabolites of KO and WT groups. *n* = 6. G) A heatmap shows differentially abundant serum metabolites in KO and WT maternal mice, with two metabolites significantly upregulated and four metabolites significantly downregulated in the KO group compared to the WT group. H,I) Quantification of SCFAs in maternal mouse feces (H) and serum (I) at gestational day 18.5 showed significant increases in propionate, butyrate, and isovalerate levels in the feces of KO maternal mice. In serum, there was a significant increase in butyrate levels, while acetic acid and total SCFAs exhibited significant decreases. Data were presented as mean ± SDs, *n* = 3. *p < 0.05. **p < 0.01. J) Quantification of SCFAs levels in the serum of E18.5 fetuses showed a significant increase only in butyrate. Data were presented as mean ± SDs, *n* = 3. *p < 0.05. **p < 0.01.

SCFAs are crucial microbiota metabolic products, which can be transported to the fetus via the placenta.^[^ ^13^ ^]^ In this study, we examined SCFAs in the feces and serum of female mice at 18.5d of pregnancy and fetal serum at E18.5d. Compared to WT female mice, KO female mice showed significant increases in the levels of propionate, butyrate, and isovalerate in fecal samples (Figure 3H), and *SYISL* KO female mice exhibited an elevated level of butyric acid but reduced levels of acetic acid and total SCFAs in serum samples (Figure 3I). Spearman correlation analysis reveals a very strong correlation between maternal fecal butyrate and secondary muscle fibers in the fetus, as well as a notable correlation with the total muscle fiber count. Propionate also shows a notable correlation with secondary muscle fibers (Figure S3D, Supporting Information). In maternal serum, butyrate is positively correlated with both secondary and total muscle fiber counts, while caproic acid has a notable correlation with secondary fibers (Figure S3E, Supporting Information). In *SYISL* KO fetal serum, only the level of butyrate was significantly elevated (Figure 3J). We also observed a significant increase in the abundance of butyrate‐producing bacteria such as *Clostridium cluster XIVa* and *Faecalibacterium prausnitzii* (Figure S3F, Supporting Information). In conclusion, we came to the finding that *SYISL* knockout leads to an increase in the abundance of SCFAs‐producing bacteria such as *Prevotella*, *Clostridium cluster XIVa*, and *Faecalibacterium prausnitzii*, thus increasing the content of butyric acid in maternal and fetal serum.

### 2.3 Transplantation of KO Female Mouse Fecal Microbiota to ABT Mice Results in Increased Offspring Muscle Fibers

Fecal microbiota transplantation (FMT) experiments involve transferring donor gut microbiota from WT and KO female mice, as well as phosphate‐buffered saline (PBS), into the gastrointestinal tract of ABT‐WT recipient mice (**Figure** **4**A). At E18.5d, fetal leg muscles were collected for immunofluorescence staining. The results showed that compared to FMT‐PBS fetuses, both FMT‐KO and FMT‐WT fetuses exhibited a significant increase in the muscle fiber quantity. Specifically, compared to FMT‐WT fetuses, FMT‐KO fetuses showed increase in primary, secondary, and total muscle fiber numbers by 19.31%, 16.78%, and 17.36%, respectively (Figure 4B). Western blotting results showed that FMT‐KO fetuses exhibited significantly higher protein expression levels of the differentiation markers MyHC and MyoG in the leg muscles compared to FMT‐WT fetuses, but a significantly lower of the fusion protein MYMK (Figure 4C). Overall, the FMT experiments indicated that transplanting the gut microbiota from KO mice into ABT‐KO mother mice significantly increased the number of muscle fibers and related phenotypes in their embryos.

**Figure 4:**
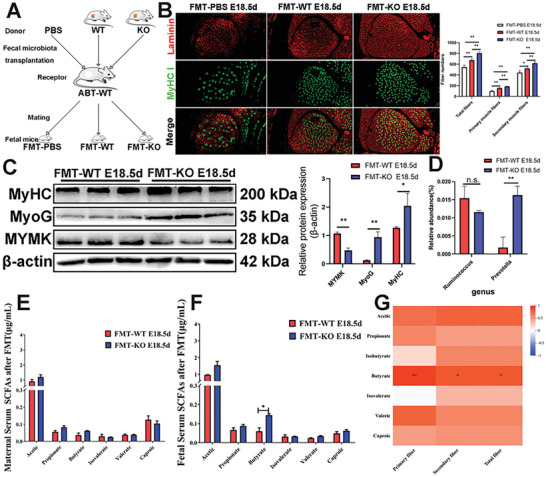
FMT of KO fecal microbiota in ABT mice results in more muscle fibers in offspring than that of WT fecal microbiota. A) ABT‐WT mice were subjected to 14 d of gavage with PBS, WT, and KO fecal microbiota suspensions. Subsequently, all female mice were mated with WT male mice, and samples were collected from female mice at gestational day 18.5. *n* = 9. B) Representative images of immunofluorescence staining for laminin (red) and MyHC I (green) in the fetus EDL at E18.5d from FMT‐PBS, FMT‐WT, and FMT‐KO groups. Quantification analysis showed FMT‐KO group had the highest number of primary, secondary, and total muscle fibers. White dashed lines delineate the EDL muscle. Scale bar, 50 µm. *n* = 6. C) Western blotting results showed that MyoG and MyHC protein expression levels of fetus muscles at 18.5d from FMT‐KO group were significantly higher than those from FMT‐WT group, but MYMK protein expression level of fetus muscles at 18.5d from FMT‐KO group was significantly lower than those from FMT‐WT group. Data were presented as mean ± SDs, *n* = 3. *p < 0.05, **p < 0.01. D) Column chart results indicate that compared to the FMT‐WT group, there was no significant change in the relative abundance of gut *Ruminococcus* of FMT‐KO mice at gestational day 18.5, but there was a significant increase in the relative abundance of gut *Prevotella*. Data were presented as mean ± SDs, *n* = 3. n.s. not significant, **p < 0.01. E,F) Quantification of SCFAs revealed that there was an upward trend of propionic, acetic, and butyrate in the serum of FMT‐KO mice at gestational day 18.5 (E) and a significant elevation of butyrate in the fetus serum at E18.5d from FMT‐KO group (F), compared to FMT‐WT groups. G) Heatmap representation showing the correlation results of SCFAs in FMT‐KO embryonic serum with the number of embryonic muscle fibers. The data represent the means ± SDs of three independent experiments.

Fecal samples were collected from FMT‐WT and FMT‐KO female mice at 18.5d of pregnancy and subjected to 16S rRNA sequencing; the results showed significant differences in the microbial composition between the two groups. Through microbiota profiling, a total of 4757 operational taxonomic units (OTUs) were identified, of which 716 OTUs were shared by both groups; 756 OTUs were unique to FMT‐WT female mice; and 3285 OTUs were unique to FMT‐KO female mice (Figure S4A, Supporting Information), although no significant differences in the Chao1 and Shannon indices between FMT‐WT and FMT‐KO female mice (*p* > 0.05, Figure S4B, Supporting Information) were found. PCoA results showed that the fecal microbiota of the FMT‐KO group was significantly separated from that of the FMT‐WT group (Figure S4C, Supporting Information). At the phylum level, the predominant microbial phyla in the FMT‐KO fecal microbiota included *Bacteroidetes*, *Firmicutes, Proteobacteria*, and *Actinobacteria*, of which *Firmicutes* and *Bacteroidetes* accounted for more than 85% of the total abundance (Figure S4D, Supporting Information). At the genus level (Figure S4E, Supporting Information), significant differences in microbial composition were observed between the FMT‐WT and FMT‐KO groups. The relative abundance of *Prevotella* was significantly increased in FMT‐KO mouse feces (*p* < 0.01), whereas that of *Ruminococcus* was decreased in FMT‐KO mouse feces, but not statistically significant (*p* > 0.05, Figure 4D). Further, the accuracy of the 16S rRNA results was validated by RT‐qPCR analysis of extracted fecal DNA from FMT mice at day 18.5 of pregnancy (Figure S4F,G, Supporting Information). These results might be attributed to the reshaping of the intestinal microbiota spatial structure during FMT. The SCFAs was measured in maternal and fetal serum, where an increase in the levels of both acetic acid and butyrate was observed in maternal serum (Figure 4E), while a significant increase in the level of butyrate only was observed in fetal serum (Figure 4F). The correlation analysis results indicate that butyrate in the embryonic serum is highly correlated with the number of primary muscle fibers in the fetus (*p* < 0.01). Additionally, it shows strong correlations with both the number of secondary and total muscle fibers (*p* < 0.05, Figure 4G), further validating that butyrate might play an important role in embryonic muscle fiber development.

### 2.4 Butyrate Significantly Increases Offspring Muscle Fiber Number and Inhibits Offspring Muscle HDACs Activity

To investigate the potential effects of butyrate on embryonic muscle development, we fed female mice with diets containing sodium butyrate. Immunofluorescence staining of the leg muscles collected at postnatal day 0.5 revealed a significant increase in the numbers of primary (*p* < 0.05), secondary (*p* < 0.01), and total (*p* < 0.01) muscle fibers in sodium butyrate group compared to control group (**Figure** **5**A). Western blotting experiments revealed that sodium butyrate feeding promoted the expression of MyHC and MyoG proteins but suppressed the expression of MYMK protein in the offspring's leg muscles (Figure 5B). Since butyrate is a well‐known inhibitor of HDACs, we examined HDACs activity in 0.5‐day‐old butyrate‐fed and control mice, as well as KO and WT fetuses at E18.5d. As expected, a significant decrease in HDACs activity was observed in the serum and leg muscle of butyrate‐fed 0.5‐day‐old mice and KO fetuses, compared to the control group (Figure 5C,D). Next, we examined the expression of HDAC1 protein and histone acetylation levels in fetal muscles of butyrate‐fed and control mice. The results showed that the expression of HDAC1 protein was notably lower in the butyrate‐fed group versus the control group, while the expressions of H3K9ac and H3K27ac were significantly higher (Figure 5E). Similar results were observed in fetal leg muscles of KO (Figure 5F) and FMT‐KO (Figure 5G) mice at E18.5d. Overall, the results indicated that butyrate significantly inhibited HDACs activity and increased the levels of H3K9ac and H3K27ac, thereby increasing the number of muscle fibers in the offspring.

**Figure 5:**
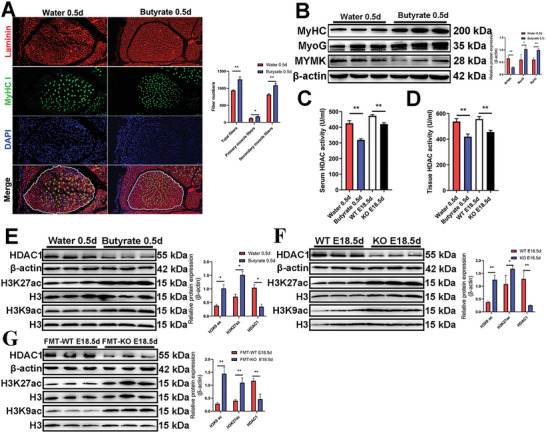
Feeding butyrate to female mice significantly increased the offspring muscle fiber number and inhibited muscle HDACs activity. A) Representative images of immunofluorescence staining for laminin (red) and MyHC I (green) in the EDL from 0.5d (post‐birth) old water‐fed and butyrate‐fed mice. The quantitative analysis revealed that the number of primary, secondary, and total muscle fibers was significantly higher in mice drinking water supplemented with 0.02% sodium butyrate compared to control mice drinking plain water. White dashed lines delineate the EDL muscle. Scale bar, 50 µm. Data were presented as mean ± SDs, *n* = 6. *p < 0.05, **p < 0.01. B) Western blotting results showed that 0.02% sodium butyrate significantly increased the protein levels of MyoG and MyHC, along with a notable decrease MYMK protein in the leg muscle. Data were presented as mean ± SDs, *n* = 3. *p < 0.05, **p < 0.01. C,D) HDACs activity in the serum (C) and leg muscle (D) from the offspring of butyrate‐fed mice at 0.5d and KO fetuses at E18.5d were significantly lower compared to their respective control groups. Data were presented as mean ± SDs, *n* = 3. **p < 0.01. E–G) Western blotting analysis showed that the offspring of 0.02% butyrate‐fed mice (E), *SYISL* KO fetuses (F), and FMT‐KO fetuses (G) had lower HDAC1 protein expression and higher H3K27ac and H3K9ac protein levels in leg muscle compared to their respective control groups. Protein levels were normalized to control β‐actin levels. Data were presented as mean ± SDs, *n* = 3. *p < 0.05, **p < 0.01.

### 2.5 Butyrate Regulates the Host *SYISL* Knockout‐Mediated Myogenesis Through HDAC‐H3K9ac/H3K27ac Pathway

To further investigate the possible mechanism by butyrate in the promotion of myogenesis, we treated C2C12 cells with different concentrations of sodium butyrate and examined their differentiation status. RT‐qPCR and Western blotting results showed that 200 nm sodium butyrate substantially promoted the expression of MyoG and MyHC (Figure S5A–C, Supporting Information). MyHC immunofluorescence staining results revealed that the addition of 200 nm sodium butyrate notably enhanced myogenic differentiation in C2C12 cells (Figure S5D, Supporting Information). Similar results were also observed in immunofluorescence and Western blotting assays of mouse skeletal muscle satellite cells treated with the same concentration of sodium butyrate (**Figure** 6A,B). We also observed that 200 nm sodium butyrate treatment significantly decreased HDACs activity in muscle satellite cells and C2C12 cells (Figure 6C; Figure S5E, Supporting Information), and this treatment significantly increased the levels of H3K9ac and H3K27ac while significantly decreased HDAC1 protein levels (Figure 6D; Figure S5F, Supporting Information). In summary, butyrate inhibited HDACs activity to increase acetylation levels and enhanced the differentiation of both muscle satellite cells and C2C12 cells.

**Figure 6:**
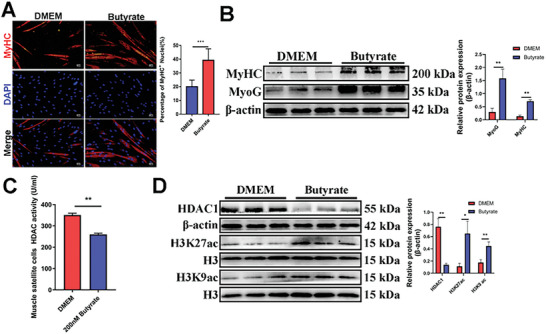
200 nm butyrate significantly promotes myogenic differentiation, suppresses the activity of HDACs and increases H3K9ac and H3K27ac levels in skeletal muscle satellite cells. A) Representative images of immunofluorescence staining for MyHC in differentiated mouse skeletal muscle satellite cells and quantification showed that butyrate significantly promoted myoblast differentiation. Scale bars, 100 µm. Data were presented as mean ± SDs, *n* = 3. ***p < 0.001. B) Western blotting results showed that treatment of mouse skeletal muscle satellite cells with 200 nm butyrate significantly increased the protein levels of MyoG and MyHC. Data were presented as mean ± SDs, *n* = 3. **p < 0.01. C) Mouse skeletal muscle satellite cells were treated with 200 nm butyrate and then induced into differentiation, and the supernatant was subjected to an HDACs activity assay. The quantification showed treatment with butyrate significantly increased HDACs activity. Data were presented as mean ± SDs, *n* = 3. **p < 0.01. D) Western blotting results showed that treatment of mouse skeletal muscle satellite cells with 200 nm butyrate inhibits HDAC1 protein expression and increases the protein levels of H3K27ac and H3K9ac. The relative protein levels were normalized to those of the control β‐actin and H3. Data were presented as mean ± SDs, *n* = 3. *p < 0.05, **p < 0.01.

Further, we first performed RNA sequencing of muscles from WT and KO fetuses at E18.5d. 

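The RNA-seq of leg muscle covers 3 WT and 3 KO samples from embryonic day 18.5, read from both ends. *SYISL* is a long noncoding RNA that overlaps an intron of *Synpo2*, and the KO fetuses lack it. The authors trimmed the reads with Trim Galore, mapped them to mm10 with Hisat2 and counted them per gene with featureCounts. They deposited raw counts per gene, without normalization and without a filter on low counts. The methods text names neither the gene annotation nor the strand setting of the counting, so reads of overlapping genes and of close paralogs cannot be assigned with certainty. Of the 56262 genes in the tables, 37342 had at least 1 count in any of the 6 samples. The WT samples held 91760162, 82054811 and 102233181 counts, with a median of 91760162. The KO samples held 93495519, 98892467 and 101014083 counts, with a median of 98892467. At this depth, the limit of 3 counts that a count of 0 allows lay between 0.0293 and 0.0366 CPM of the unscaled total counts. This limit covers counting error only, and the CPM values of genes use TMM-scaled totals instead. Gene symbols and positions were taken from GENCODE release M21, which is built on the same assembly, and 99.9963% of all counts fell on genes found there. Samples of the same genotype differed by more than the sampling noise, with a mean chi-square per gene between 5.22 and 36.2, where counting noise alone gives 1. The median per gene lay between 1.01 and 2.50. Counting noise was the only comparison, so these values cannot show that the samples are biologically separate. Each sample was treated as a separate replicate, as labelled. According to the methods text, KO females were paired with KO males, so differences between WT and KO fetuses may also come from the mothers. Log2 fold changes of KO over WT were computed with edgeR after TMM normalization for the 22071 genes that passed its filter on low counts. Each gene was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called a DEG at an adjusted p-value under 0.05 and a fold change over 1.5 in either direction. *SYISL* has no symbol of its own in the annotation used, so its host gene was examined. *Synpo2* (ENSMUSG00000050315.14) lies on the minus strand of chromosome 3 of mm10 from 123076519 to 123236149. It had 12943, 10812 and 14672 counts in the WT samples and 18054, 20957 and 22270 counts in the KO samples. Its level was 136 ± 4.21 CPM in WT and 214 ± 18.9 CPM in KO (SD, n = 3 each), a log2 fold change of 0.66 (standard error 0.063, adjusted p = 2.89e-05 from edgeR's quasi-likelihood test). The 4 other genes annotated within *Synpo2* had at most 2 counts in any sample, so counts per gene did not show whether *SYISL* itself was deleted.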

Principal component analysis (PCA) results revealed that significant differences in gene expression between WT and KO fetuses (Figure S6A, Supporting Information). 

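Principal components were computed from log2 CPM values of the 22071 genes tested, with a prior count of 2, centred and not scaled. PC1 held 80.5% of the variance and PC2 held 8.46%. The WT samples lay at PC1 scores of -53.5, -67.6 and -55.8, and the KO samples at 58.5, 58.7 and 59.7. Along PC2 the replicates of each genotype were spread, with WT scores of 26.8, -29.8 and 6.68 and KO scores of -20.3, 9.28 and 7.31. The Euclidean distance between samples of the same genotype was 40.2 to 63.8, against 119 to 134 between samples of different genotypes. The ratio of the mean between-group distance to the mean within-group distance was 2.48. No other split of the 6 samples into groups of 3 gave a ratio as large (exact permutation test over 10 splits, p = 0.1, the smallest p that 3 samples against 3 allow). The PC1 share moved most when every gene was scaled to unit variance, which lowered it to 56.3%. From the separation along these components, the paper states that gene expression differed between WT and KO fetuses.

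**Figure D1:**
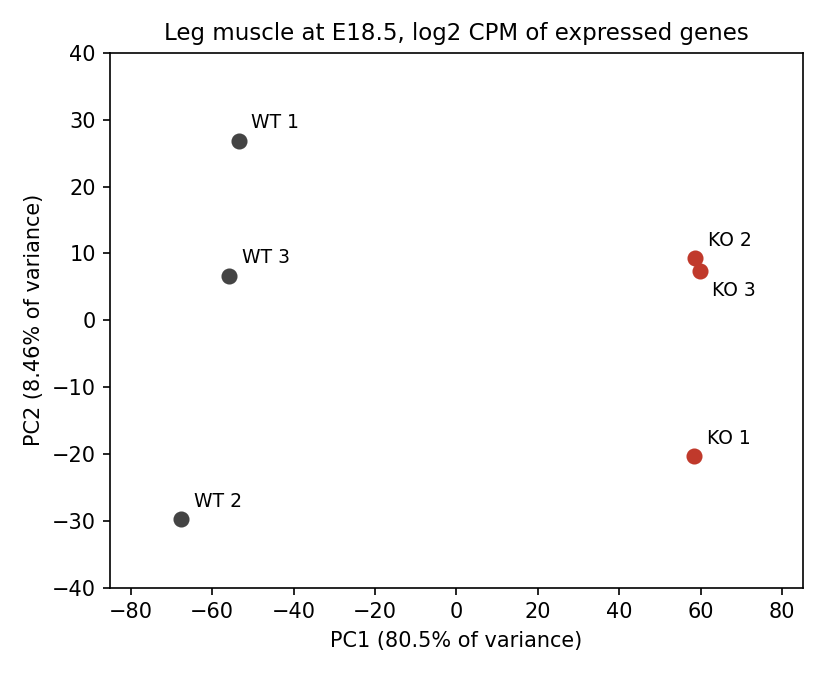
Scores of the 3 WT (grey) and 3 KO (red) leg muscle samples on PC1 (horizontal axis, 80.5% of the variance) and PC2 (vertical axis, 8.46%), from log2 CPM of the 22071 genes tested. Each point is 1 sample. All WT samples lie below 0 on PC1 and all KO samples above 0, while the samples of each genotype spread along PC2.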

In the comparison between WT and KO, a total of 2037 differentially expressed genes (DEGs) were identified, with 759 upregulated and 1278 downregulated in KO mouse muscle tissues (**Figure** **7**A). 

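With the thresholds of the Figure 7A legend, 1835 genes were called higher and 1852 lower in KO, 3687 DEGs or 16.7% of the genes tested. Of these, 3647 (98.9%) had no overlap between the 3 WT and the 3 KO values. Of all genes tested, 55.9% had no overlap, where chance alone gives 10%. The biological coefficient of variation between replicates was 7.68%, so modest changes also passed the test. Beyond a 4-fold change, 144 genes were higher and 697 were lower in KO. The fold-change threshold moved the counts most. A fold change over 2 left 774 higher and 1269 lower genes, and no fold-change threshold gave 4838 higher and 5098 lower. The balance between higher and lower genes depended on the scaling, with 1528 higher and 2088 lower for library size only and 2188 and 1673 for upper-quartile factors. Among DEGs with a mean of at least 5 CPM over the 6 samples and no overlap between the genotypes, the 5 largest rises were those of *Gm6969* (log2 fold change 4.51), *Mybpc2* (4.31), *Cfd* (4.21), *Pvalb* (4.19) and *Cidec* (4.05). *Mybpc2*, which encodes a myosin-binding protein of fast muscle fibers, rose from 8.21 ± 1.74 CPM to 164 ± 35.6 CPM (SD, n = 3 each). *Gm6969* is annotated as a processed pseudogene, whose reads the counting could have shared with its parent gene. The 5 largest falls were those of *Krt77* (-10.24), *Guca2b* (-9.71), *Sprr1a* (-8.59), *Psca* (-8.05) and *Sprr1b* (-7.32). *Krt77*, a keratin gene, fell from 487 ± 160 CPM to 0.400 ± 0.188 CPM (SD, n = 3 each). The value of *Guca2b* rested on WT replicates 1 and 3, with 6851 and 1910 counts against 11 in WT replicate 2 and 2, 3 and 5 in the KO samples, and limma-voom did not call it (-7.42).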

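GO annotation was not used here, and Reactome pathway sets were tested in its place. The test was a one-sided Fisher's exact test on 923 sets of 10 to 500 tested genes, against the 5548 tested genes that belong to any Reactome set, 923 of them DEGs. After Benjamini-Hochberg adjustment, 31 sets held more DEGs than chance gives. The strongest was striated muscle contraction, with 23 DEGs among 31 genes where 5.16 were expected (ratio 4.46, adjusted p = 1.81e-09, Fisher's exact test). The wider muscle contraction set had 30 DEGs among 61 genes. Outside muscle, interferon gamma signaling held 36 DEGs among 78 genes and GPCR ligand binding 79 among 249. With the direction taken into account, the higher DEGs alone gave 22 sets and the lower DEGs alone gave 20. Striated muscle contraction had 22 of its 31 genes among the higher DEGs. Cell junction organization, a set of adhesion genes, had 17 of its 67 genes among the lower DEGs. Type I hemidesmosome assembly had 5 of its 10 genes there. A list of 18 epidermis marker genes took 2.29% of the counts in WT and 0.0967% in KO. More skin in the WT samples may therefore account for part of the lower adhesion genes. None of the sets tested is named for short-chain fatty acids (SCFAs), so a list of 12 enzymes that activate or oxidize acetate, propionate and butyrate was examined, of which 10 were tested. Their median log2 fold change was 0.30, higher than in 99.7% of 10000 random lists of the same size and expression. The random lists were matched on nothing else, so this does not show a rise specific to these enzymes. Of the 10, 2 were DEGs. These were *Acss2* (log2 fold change 1.08, standard error 0.058) and *Acss1* (0.66, standard error 0.064), both acetyl-CoA synthetases.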

Gene ontology (GO) enrichment analysis showed that these DEGs were mainly enriched in biological processes related to muscle tissue development, cell adhesion, muscle cell differentiation, and SCFAs metabolism (Figure 7B). 

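Reactome sets were also tested as a whole, over all genes in place of the DEGs, with limma's camera at a preset correlation between genes of 0.01. Of 923 sets, 255 passed an adjusted p of 0.05, 72 of them higher and 183 lower in KO. The rotation test fry kept 254 of these calls, and camera with correlations estimated from the data kept 0. The set of HDACs that deacetylate histones had 39 tested genes with a median log2 fold change of -0.12 (camera, adjusted p = 0.0131). Its shift was small beside the threshold for single genes, and 1 of its genes (*Hist1h4h*, at a mean of 0.251 CPM in WT and 0.487 CPM in KO) was called higher and 0 lower. It holds 8 replication-dependent histone genes, whose transcripts lack a poly(A) tail and which share reads, and their median was -0.36, against -0.12 for the other 31 genes. The cell-cell junction organization set had 41 tested genes with a median of -0.23 (camera, adjusted p = 1.74e-04), 2 of them called higher (*Cadm3* and *Cdh13*) and 12 lower. These 3 higher genes are named after their values were seen. Of the 12 lower genes, 9 were highest in WT replicate 2 and lowest in WT replicate 1 among the WT samples, the order that 14 of 18 keratinocyte marker genes also followed. The WT samples lay in the same order along PC1, so it does not by itself show a shared source. The striated muscle contraction set, with 31 genes and a median of 0.90, moved the other way (camera, adjusted p = 2.48e-09). The lowest adjusted p of all sets was that of the citric acid cycle and respiratory electron transport, with 133 genes and a median of 0.40 (camera, adjusted p = 1.01e-17). A set for the regulation of the actin cytoskeleton was not analysed here.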

Gene set enrichment analysis (GSEA) revealed that *SYISL* knockout significantly affected the pathways related to HDAC deacetylate histones, cell‐cell junction organization, and regulation of actin cytoskeleton (Figure S6B–D, Supporting Information). In KO mouse muscles, the expressions of fusion and adhesion‐related genes like *Chl1, Celsr3, kirrel3, Cldn23* significantly decreased, while those of genes associated with the muscle cell differentiation such as *Tet2, MYH7, MYH1, Cfl2*, and *Actn2* significantly increased (Figure 7C). 

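*Chl1* (ENSMUSG00000030077.11, chromosome 6, 103510586 to 103750211 in mm10) fell from 14.1 ± 1.24 CPM in WT to 8.28 ± 0.313 CPM in KO (SD, n = 3 each), a log2 fold change of -0.76 (standard error 0.076, adjusted p = 3.69e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as for all genes here). *Celsr3* (ENSMUSG00000023473.13, chromosome 9, 108826320 to 108852969) was low in both genotypes and fell from 1.28 ± 0.205 to 0.629 ± 0.0488 CPM, a log2 fold change of -1.02 (standard error 0.16, edgeR adjusted p = 6.28e-04). *Kirrel3* (ENSMUSG00000032036.15, chromosome 9, 34485894 to 35036716) fell from 5.29 ± 0.630 to 3.50 ± 0.308 CPM, a log2 fold change of -0.60 (standard error 0.11, edgeR adjusted p = 0.00158). It lay close to the 1.5-fold threshold, and it no longer passed it without WT replicate 2 (-0.52), without WT replicate 3 (-0.58), without KO replicate 3 (-0.52), with upper-quartile factors (-0.53) or with offsets for GC content and length (-0.52). *Cldn23* (ENSMUSG00000055976.6, chromosome 8, 35824712 to 35826559) fell from 4.22 ± 1.38 to 0.160 ± 0.0571 CPM, a log2 fold change of -4.70 (standard error 0.31, edgeR adjusted p = 2.61e-06), with 283, 472 and 419 counts in WT and 9, 17 and 20 in KO. Of these 4 genes, all except *Chl1* were highest in WT replicate 2 and lowest in WT replicate 1, the order that keratin genes such as *Krt77* followed. It is also the order of the WT samples along PC1, so it alone does not tie them to keratin genes. Among the genes of muscle differentiation, *Tet2* (ENSMUSG00000040943.12, chromosome 3, 133463679 to 133545139) rose from 38.9 ± 0.794 to 63.6 ± 2.52 CPM, a log2 fold change of 0.71 (standard error 0.041, edgeR adjusted p = 1.15e-06). *Cfl2* (ENSMUSG00000062929.8, chromosome 12, 54858809 to 54862877) rose from 293 ± 16.0 to 463 ± 53.0 CPM, a log2 fold change of 0.66. *Actn2* (ENSMUSG00000052374.16, chromosome 13, 12269426 to 12340760) rose from 1151 ± 11.0 to 1875 ± 139 CPM, a log2 fold change of 0.70. *Myh7* (ENSMUSG00000053093.16, chromosome 14, 54970684 to 54994626), the slow myosin heavy chain, rose from 224 ± 6.74 to 427 ± 21.0 CPM, a log2 fold change of 0.93. *Myh1* (ENSMUSG00000056328.14, chromosome 11, 67200052 to 67224575) rose from 12.6 ± 0.481 to 108 ± 31.2 CPM, a log2 fold change of 3.10 (standard error 0.19). *Myh1* lies in a cluster of myosin genes of similar sequence, and the counting could have split reads among them. For each of these 9 genes, no KO value overlapped a WT value (exact permutation test for 1 gene, p = 0.1, the smallest p that 3 samples against 3 allow).

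**Figure D2:**
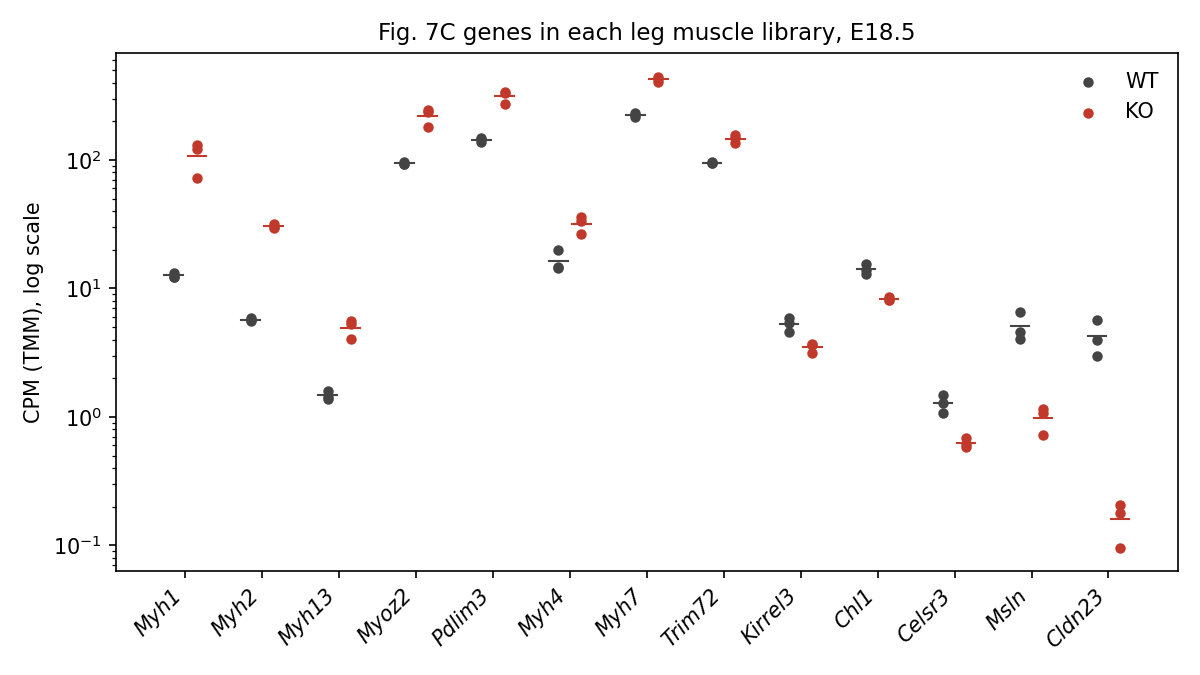
Level of 13 genes of Figure 7C in each leg muscle sample at embryonic day 18.5, in CPM after TMM normalization, on a log scale. Points are samples (3 WT in grey, 3 KO in red) and short lines are the means. The 8 genes on the left are higher and the 5 on the right lower in every KO sample than in every WT sample, from *Myh1* with a log2 fold change of 3.10 to *Cldn23* with -4.70.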

RT‐qPCR was conducted to validate the RNA‐seq results, with expression changes in DEGs including *MYH7*, *MYH4*, *MYH1*, *Cfl2*, and *Tet2*. 

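Values of the RT-qPCR were not analysed here. In the RNA-seq counts, *Myh4* (ENSMUSG00000057003.12, chromosome 11, 67238029 to 67260446 in mm10) rose from 16.4 ± 3.16 CPM in WT to 32.0 ± 4.81 CPM in KO (SD, n = 3 each), a log2 fold change of 0.96 (standard error 0.14, adjusted p = 4.42e-04 from edgeR's quasi-likelihood test). Its abundant neighbour *Myh8* (chromosome 11, 67277124 to 67308634), the perinatal myosin heavy chain, stood at 4710 ± 501 CPM in WT and 14165 ± 1457 CPM in KO, a log2 fold change of 1.59. *Myh4* rose less than *Myh8*, so reads of *Myh8* counted on *Myh4* could account for its rise. *Actb*, which encodes the β-actin used as the reference gene of the RT-qPCR, had 1839 ± 47.1 CPM in WT and 1715 ± 23.1 CPM in KO, a log2 fold change of -0.10 that did not pass the threshold (edgeR adjusted p = 0.168).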

RT‐qPCR results were consistent with RNA‐seq data, confirming the accuracy of the RNA‐seq results (Figure 7D). Furthermore, we intersected our dataset of identified DEGs in the leg muscles of 18.5‐day embryos and the two public ChIP‐seq datasets of H3K9ac (GSE25308) and H3K27ac (GSE135563) in embryonal stem cells (Figure 7E). A total of 128 common genes were identified across the three datasets and GO enrichment analysis showed that these shared genes were mainly involved in cell differentiation and cell adhesion (Figure 7F). Afterward, GO enrichment analysis also showed that the 259 overlapping genes between the RNA‐seq and H3K9ac ChIP‐seq datasets were mainly related to cell adhesion, cell migration, muscle differentiation, and metabolic pathways (Figure S6E, Supporting Information), and 934 overlapping genes between the RNA‐seq and H3K27ac ChIP‐seq datasets were mainly associated with cell adhesion, stem cell differentiation, and muscle organ development (Figure S6F, Supporting Information). Subsequently, RT‐qPCR and ChIP‐qPCR were performed on mouse skeletal muscle satellite cells after 200 nm sodium butyrate treatment. As expected, RT‐qPCR results showed that sodium butyrate treatment significantly increased the expression of genes related to muscle differentiation such as *Cfl2*, *Tet2*, *Myh7*, and *Myh4*, and decreased the expression of genes promoting cell fusion such as *Kirrel3*, *Cldn23*, and *Celsr3* (Figure 7G). ChIP‐qPCR results showed that H3K9ac and H3K27ac were significantly enriched in the regulatory regions of myogenic genes such as *Cfl2* and *Tet2* in mouse muscle satellite cells after 200 nm butyrate treatment (Figure 7H–K, Figure S7, Supporting Information), indicating that butyrate treatment upregulated myogenic gene expression by increasing the enrichment of H3K9ac and H3K27ac in the regulatory regions of these genes, promoting muscle generation. In summary, butyrate regulates muscle generation mediated by *SYISL* knockout through the HDAC‐H3K9ac/H3K27ac pathway.

**Figure 7:**
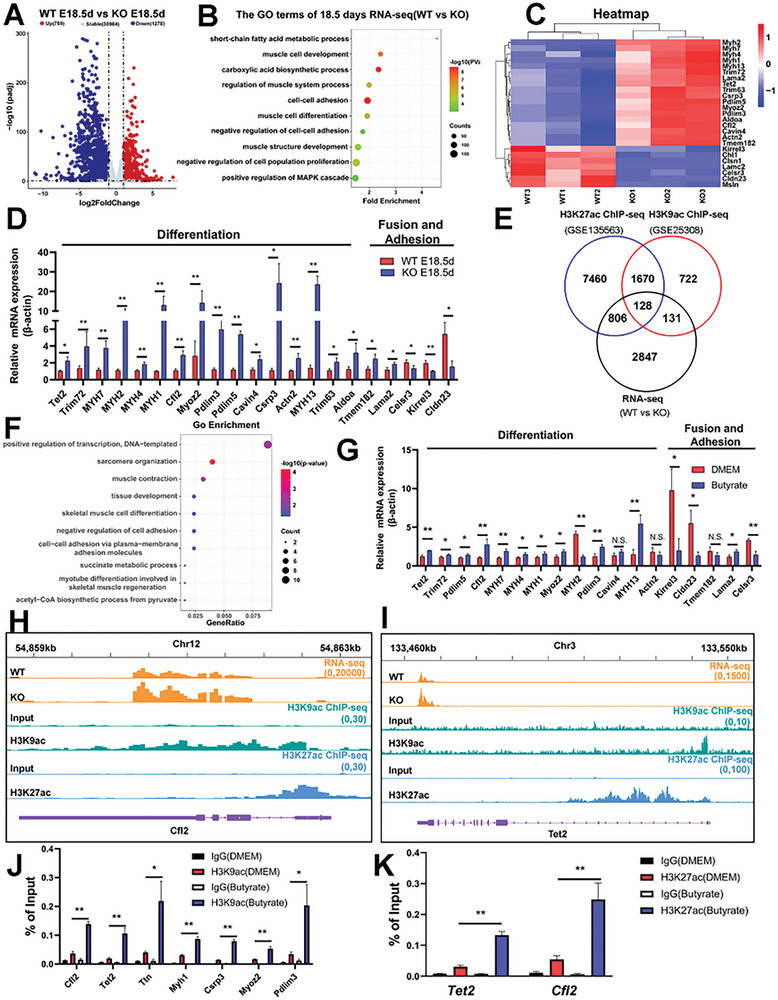
Butyrate participates in the host *SYISL* knockout‐mediated myogenesis through HDAC‐H3K9ac/H3K27ac pathway. A) Volcano plot of RNA‐seq data showing DEGs in leg muscle from WT mice and KO mice at E18.5d. The DEGs were determined by adjusting *p‐*value <0.05 and absolute FC > 1.5. A total of 2037 DEGs were identified, of which 1278 genes were downregulated and 759 genes were upregulated. *n* = 3. B) GO enrichment analysis revealed that the 2037 differentially expressed genes were primarily enriched in processes related to muscle tissue development, cell adhesion, muscle cell differentiation, and SCFAs metabolism. C) Heatmap of differentially expressed muscle cell differentiation and adhesion‐related genes. D) RT‐qPCR was performed to validate the DEGs involved in muscle cell differentiation, fusion, and adhesion when β‐actin was used as the reference gene, and the results were consistent with the sequencing data. Data were presented as mean ± SDs, *n* = 3. *p < 0.05, **p < 0.01. E) Overlapping analysis among RNA‐seq (WT vs KO), H3K9ac ChIP‐seq (GEO number: GSE25308) and H3K27ac ChIP‐seq (GEO number: GSE135563) in ESCs. F) Enrichment analysis of 128 genes between RNA‐seq, H3K9ac ChIP‐seq, and H3K27ac ChIP‐seq indicated these genes were mainly related to cell differentiation and cell adhesion. G) RT‐qPCR was performed to validate the RNA‐seq DEGs related to muscle cell differentiation and adhesion in mouse muscle satellite cells treated with 200 nm butyrate for 3 days, when β‐actin was used as the reference gene. Data were presented as mean ± SDs, *n* = 3. n.s. not significant, *p < 0.05, **p < 0.01. H,I) Combined profiles of RNA‐seq (orange), H3K9ac (green), H3K27ac (blue) ChIP‐seq profiles for *Cfl2* (H), *Tet2* (I). J,K) ChIP‐qPCR results showed the H3K9ac (J) and H3K27ac (K) enrichments at the promoter regions of myogenic regulatory factors were significantly increased in mouse muscle satellite cells treated with 200 nm butyrate for 3 days. IgG was used as negative control. Data were presented as mean ± SDs, *n* = 3. *p < 0.05, **p < 0.01.

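The heatmap of Figure 7C shows 25 genes. The 18 genes in its upper block were all called higher in KO, with log2 fold changes between 0.63 (*Trim72*) and 3.10 (*Myh1*) and a median of 0.87. A list of 10 general muscle fiber genes rose by a median of 1.29, and 3 of the 18 rose more than that. A larger share of fibers in the KO samples may therefore account for part of these rises. Of the names in the lower block of the heatmap, Clsn1 matched no gene symbol in the annotation used, and *Kirrel3*, *Chl1*, *Celsr3*, *Cldn23* and *Msln* were called lower. These genes of the 2 blocks were also called when the p-values were adjusted over the list alone, which is not independent evidence because the study chose these genes on the same samples. *Msln* (ENSMUSG00000063011.7, chromosome 17, 25748613 to 25754378 in mm10), which encodes mesothelin, fell from 5.06 ± 1.34 to 0.977 ± 0.226 CPM, a log2 fold change of -2.37. Within the upper block, *Myh2* (chromosome 11, 67171027 to 67197517) rose from 5.71 ± 0.124 to 30.5 ± 1.21 CPM, a log2 fold change of 2.42. *Myh13* rose from 1.47 ± 0.115 to 4.96 ± 0.787 CPM, a log2 fold change of 1.75, close to the rise of its abundant neighbour *Myh8*, whose reads could have been counted on it. The remaining muscle genes rose by less, among them *Tmem182* (0.94), *Aldoa* (0.89), *Pdlim5* (0.86), *Trim63* (0.83), *Cavin4* (0.70) and *Lama2* (0.64). With library size as the only scaling, *Trim72* (0.56) and *Lama2* (0.57) fell under the 1.5-fold threshold. The paper draws on the changes in genes of muscle differentiation, cell fusion and adhesion, on public ChIP-seq data and on butyrate-treated cells. It also measured HDAC activity and histone acetylation in the muscle of offspring. From these together, the paper concludes that butyrate regulates the muscle generation mediated by *SYISL* knockout through the HDAC-H3K9ac/H3K27ac pathway.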

### 2.6 The scRNA‐Seq Analysis Revealed that the deletion of the *SYISL* Gene Significantly Increases the Number of Fetal Myogenic Cells and Promotes Their Differentiation

To further verify the importance role of *SYISL* alone on embryonic myogenesis, we mated *SYISL* heterozygous mice and collected fetal samples at E18.5d (**Figure** **8**A), thereby excluding maternal effect. Immunofluorescence staining of the leg muscles revealed that the numbers of primary, secondary, and total muscle fibers in KO mice were significantly higher than those in their WT littermates. Similarly, the numbers of secondary and total muscle fibers in *SYISL* heterozygous mice were also significantly higher compared to WT mice (Figure 8B,C). Western blotting results showed that alterations in the *SYISL* gene did not affect HDAC1 or histone acetylation levels, while the differentiation marker proteins MyHC and MyoG were still significantly elevated after *SYISL* knockout samples (Figure 8D). Immunofluorescence experiments further confirmed that *SYISL* knockout promoted MyoG expression (Figure 8E). These results suggest that *SYISL* influences embryonic muscle development independently of the HDAC‐H3K9ac/H3K27ac pathway.

**Figure 8:**
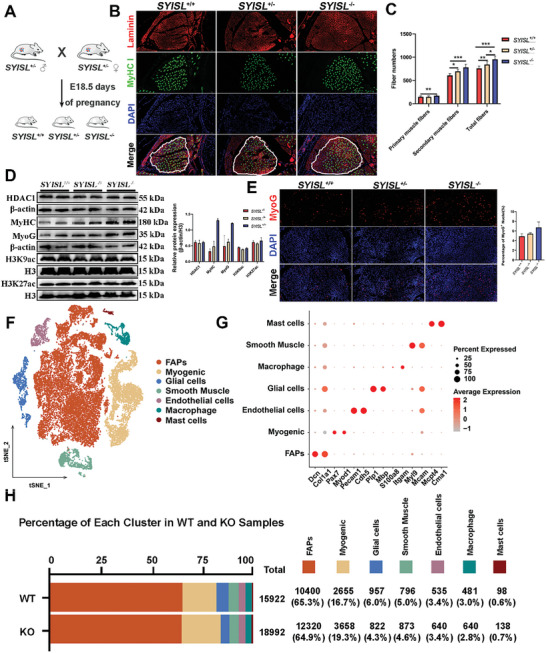
Changes in muscle fiber number and various cell types in the muscles of fetal mice with three different genotypes from the same litter. A) Schematic representation of E18.5d fetal mouse samples with different genotypes obtained from mating *SYISL* heterozygous mice. B) Representative images of immunofluorescence staining for laminin (red) and MyHC I (green) in the cross‐sections of the hind limbs of *SYISL* ^+/+^, *SYISL* ^−/+^ and *SYISL* ^−/‐^ fetuses at E18.5d. The white dashed lines delineate the mouse EDL muscle. Scale bars, 50 µm. *n* = 3. C) Quantitative analysis of immunofluorescence results. D) Western blotting results showed that compared with WT (*SYISL* ^+/+^) fetuses, the protein expression levels of MyoG and MyHC genes in muscles were upregulated in *SYISL* ^±^ and *SYISL* ^−/‐^ fetuses at E18.5d, while there were no changes at HDAC1 protein and histone acetylation (H3K9ac, H3K27ac) levels among them. Data were presented as mean ± SDs, *n* = 2. E) Representative images of immunofluorescence staining for MyoG in both *SYISL* ^+/+^, *SYISL* ^−/+^and *SYISL* ^−/‐^ fetuses at E18.5d and quantification analysis of immunofluorescence results showed that compared with *SYISL* ^+/+^ fetuses, MyoG protein expression in muscles was significantly upregulated *SYISL* ^±^ and *SYISL* ^−/‐^ fetuses. Scale bars, 100 µm. Data were presented as mean ± SDs, *n* = 2 F) t‐SNE visualization of the single‐cell transcriptional profiling of leg muscles derived from WT and KO mice, with colors delineating different cell types, seven cell populations: FAPs; Myogenic; Endothelial cells; Glial cells; Macrophages; Smooth Muscle; Mast cells (*n* = 2/each group). G) Bubble chart illustrating the expression of marker genes used for cell type annotation. Marker genes include: FAPs (*Dcn, Col1a1*); Myogenic (*Pax7, Myod1*); Endothelial cells (*Pecam1, Cdh5*); Glial cells (*Plp1, Mbp*); Macrophages (*Itgam*); Smooth Muscle (*My19, Mcam*); Mast cells (*Mcpt4, Cma1*). The color of each circle reflects the average expression level of the marker genes, while the size indicates the percentage of cells expressing those genes. H) Bar graph displaying the proportion of different cell types across various samples, with distinct colors representing different cell types.

To further explore the mechanism of *SYISL* knockout on muscle fiber development, we performed 10X Genomics scRNA‐seq on leg muscles from E18.5d WT and KO fetal mice from the same litter. After excluding low‐quality cells, a total of 34 914 cells were included in the analysis, including 15 922 cells from WT samples and 18 992 from KO samples. Through unsupervised clustering analysis based on marker gene expression, we identified seven cell populations: FAPs, Myogenic, Endothelial cells, Glial cells, Macrophages, Smooth Muscle cells, and Mast cells (Figure 8F,G; Figure S8A, Supporting Information). The relatively uniform distribution of these populations across samples suggests minimal batch effects within specific clusters (Figure S8B, Supporting Information). Notably, the numbers of FAPs and myogenic cells were significantly increased in the KO samples compared to the WT samples, particularly the myogenic cells, which showed the most substantial change when supported with statistical analysis (Figure 8H). Immunofluorescence results further confirmed a significant increase in myogenic cells in KO samples, potentially linked to enhanced muscle fiber formation (Figure 8E; Figure S8C, Supporting Information). In summary, significant increases of muscle fiber numbers and the number/proportion of myogenic cells were found in WT and KO fetal mice from the same litter.

### 2.7 Pseudotemporal and Cell Communication Analysis Indicates that *SYISL* KO May Alter the Dynamics of Myogenic Cells by Modifying Signaling Pathways Such as MSTN

To further investigate how *SYISL* knockout influences myogenic cell composition, we utilized the Monocle 2 algorithm to analyze their pseudotime trajectories, categorizing the cells into nine stages from early (dark blue) to later stages (light blue) (**Figure** **9**A). We then grouped these nine states into three main myogenic subgroups based on gene expression profiles: myogenic progenitors, myoblasts, and myotubes (Figure S8D,E Supporting Information). The developmental trajectory charts reveal multiple critical junctures in the transition from myogenic progenitors to myotubes, highlighting the complex and dynamic regulation of muscle development (Figure 9B). To explore gene expression dynamics along the developmental trajectories between WT and KO myogenic cells, we labeled KO cells in red and WT cells in blue (Figure 9C). The pseudotime analysis heatmap indicated that, compared to WT samples, KO cells exhibited higher expression of genes like *Notch2* and *Notch3* in early myogenesis stages, which decreasing in later stages. In contrast, differentiation marker genes such as *MyoG*, *Myh8*, and *Myh3* are significantly upregulated in later stages (Figure 9D). GO enrichment analysis indicated that these differential genes are primarily involved in the regulation of skeletal muscle development, cell proliferation, differentiation, and protein transport (Figure 9D).

**Figure 9:**
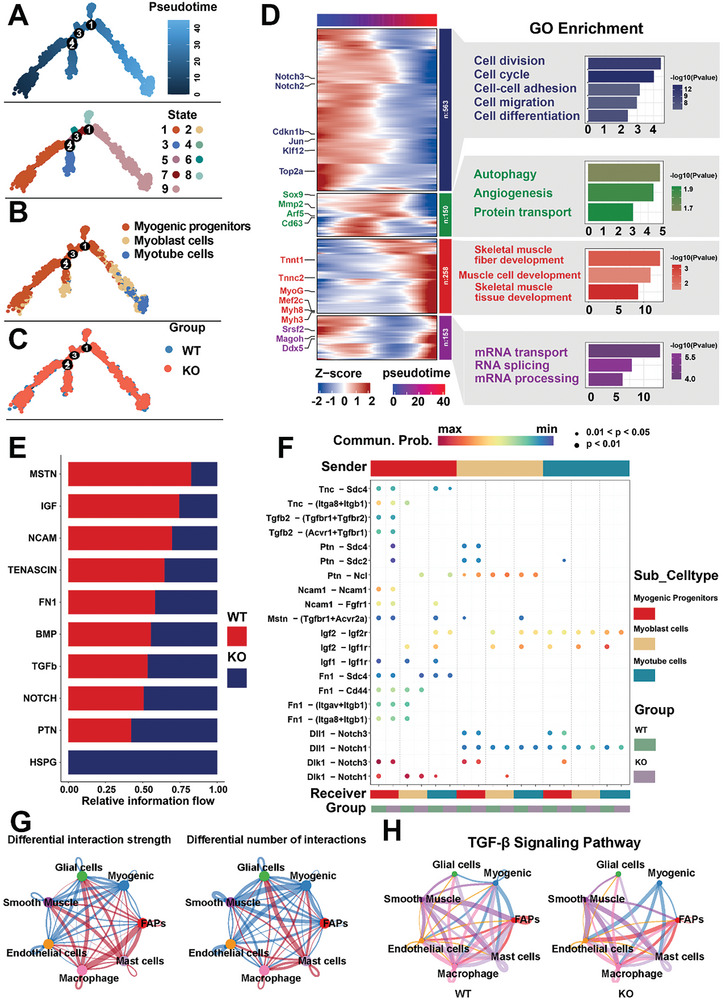
Analysis of pseudotemporal and CellChat revealed that *SYISL* knockout promotes the number and differentiation of myogenic cells by possibly affecting the TGFβ and MSTN signaling pathways. A) Pseudotime analysis of myogenic cells was performed by Monocle 2 and revealed nine different cell states. The distributions of cell states were presented along with pseudotime flows. Each dot is a cell. Black dots indicate significant differentiation branch points. B) Pseudotime developmental trajectory shows the developmental trajectory of myogenic cells from the progenitor stage to the mature myotube stage. Red dots represent myogenic progenitor cells, orange dots indicate myoblasts, and blue dots depict myotubes. C) The pseudotime analysis plot compares the developmental trajectories of myogenic cells in the WT and KO groups, with blue representing WT cells and red representing KO cells. D) Heatmap illustrating the dynamic expression of differentially expressed genes during the pseudotime trajectory of cell differentiation from myogenic progenitors to myotubes, conducted specifically within myogenic cells. Gene expression data are organized into four clusters based on k‐means clustering. The right panel lists GO terms enriched for each gene set, highlighting key biological processes involved in each cluster. E) Bar graph illustrating differential signaling pathways between WT and KO samples within myogenic cells. Each bar represents the relative information flow through various pathways, with red bars indicating WT and blue bars representing KO. F) Dotplot shows the communication probabilities of ligand‐receptor pairs across different cellular subtypes, as derived from CellChat analysis. Dot colors range from purple (minimum) to red (maximum) to represent the strength of communication, while dot sizes indicate statistical significance. Cellular subtypes are distinguished by color: myogenic progenitors (red), myoblasts (yellow), and myotubes (blue). Additionally, genetic groups (WT and KO) are shown to assess the impact of genotype on intercellular communication. G) This network diagram is used to compare the changes in interaction strength and quantity among different cell types between WT and KO samples. The left panel presents the changes in interaction strength, and the right panel illustrates the variation in the number of interaction strengths. Blue lines indicate decreased interaction strength in KO compared to WT, while red lines show increased interaction strength. Nodes are color‐coded to represent different cell types. H) Communication networks of TGFβ pathways analyzed using CellChat. Each node represents a distinct cell type, and the connecting lines indicate potential interactions.

To uncover the underlying cell communication changes caused by *SYISL* knockout, we used CellChat to assess potential intercellular interactions among myogenic cells, where we discovered that *SYISL* knockout leads to significant changes in key signaling pathways involved in muscle development. Specifically, signaling pathways such as *MSTN* and its receptors (*Tgfbr1+Acvr2a*), *Igf2*, *Igf1*, and their common receptor *Igf1r*, were markedly reduced post‐knockout. Conversely, the interaction between *PTN* and its receptors (*Sdc4* and *Sdc2*) was significantly enhanced. Additionally, pathways like TGFβ and HSPG were altered (Figure 9E,F). Muscle tissue is a highly heterogeneous tissue, which results in myogenic cells closely interacting with other cells during development. Analyzing myogenic cells alongside other cell types revealed significant changes in communication patterns within the KO group (Figure 9G). After *SYISL* knockout, the reception of classical signaling pathways, such as TGFβ, by myogenic cells from other cell groups was altered (Figure 9H; Figure S8F,G, Supporting Information). These findings suggest that alterations in signaling pathways like MSTN and TGFβ may play a crucial role in *SYISL*’s regulation of the number and state of myogenic cells.

## 3 Discussion

Increasing evidence indicates that there is a complex interaction between host genes and gut microbiota, playing a significant role in organism development.^[^ ^8^, ^19^ ^]^ In this study, we found that the *SYISL* gene, maternal gut microbiota, and their interaction all significantly affect the number of embryonic muscle fibers. *SYISL* knockout significantly changed the composition of the maternal mouse gut microbiota, and increased the abundance of *Prevotella* as well as butyrate‐producing bacteria. Correlation analysis revealed significant association of the abundance of *Prevotella* and *Ruminococcus* genera with the number of embryonic muscle fibers. Similar associations have been noted in *MSTN* KO cattle, which have higher skeletal muscle mass and greater intestinal *Prevotella* abundance than WT cattle.^[^ ^20^ ^]^ Conversely, a significant decrease in *Prevotella* abundance has been reported in patients with muscle‐wasting disorders.^[^ ^21^ ^]^ Additionally, we observed an increase in the abundance of *Prevotella* in the feces of FMT‐KO maternal mice, whose embryo also had more muscle fibers. Therefore, the increase in muscle fiber numbers in fetuses might be partially attributed to the high abundance of *Prevotella* in the maternal gut microbiota.

*Prevotella* is a core genus in various organisms, including humans and pigs, capable of degrading complex food components to produce a variety of degrading enzymes such as cellulases, mannanases, and xylanases.^[^ ^22^ ^]^ In pigs with a *Prevotella*‐dominated enterotype, a significant increase in the abundance of the butyrate‐producing bacteria, *Clostridium cluster XIVa*, enhances the butyrate content within the organism.^[^ ^23^ ^]^ Adding butyrate to a high‐fat diet can increase the percentage of type I muscle fibers in mouse skeletal muscle.^[^ ^24^ ^]^ Butyrate also helps prevent muscle atrophy and loss associated with aging or diseases through various mechanisms.^[^ ^25^ ^]^ Although butyrate has a significant impact on muscle mass and type transformation, there are no reports regarding its effect on the number of muscle fibers. Therefore, this study confirms that KO‐pregnant mice exhibited higher butyrate levels in feces and serum compared to WT controls. Importantly, this increase was positively correlated with an elevated number of muscle fibers in their fetuses, as supplementing maternal mice with sodium butyrate significantly increased the number of muscle fibers in the offspring, providing further evidence to support this correlation. Additionally, butyrate can specifically inhibit HDACs activity in tissue‐ or cell‐type‐dependent manner.^[^ ^26^ ^]^ β‐Hydroxybutyrate, a butyrate analog, inhibits HDAC1 activity in muscle stem cells, promoting p53 acetylation, leading to deep quiescence and enhanced elasticity of these cells.^[^ ^27^ ^]^ We found that the HDACs activity in the fetal muscle of KO mice, FMT‐KO mice, and butyrate‐fed mice significantly decreased, and the levels of histone acetylation significantly increased. Consistently, we observed significant enrichment of H3K9ac and H3K27ac in the regulatory regions of myogenic genes such as *Cfl2* and *Tet2* in muscle satellite cells after butyrate treatment, leading to upregulated expression of these genes. Notably, among these genes, *Tet2*, a key enzyme in DNA demethylation of 5‐methylcytosine, is crucial for muscle development. *Tet2* knockout in mice can significantly decrease the muscle fiber number.^[^ ^28^ ^]^ The observed increase in muscle fibers after *SYISL* knockout suggests a possible link to elevated *Tet2* expression; however, further studies are needed to confirm this relationship.

Our metabolomic data indicated that metabolite levels such as creatine and 5‐Hydroxy‐L‐tryptophan positively correlate with embryonic muscle fiber numbers, with creatine levels being notably higher in the feces of KO pregnant mice compared to WT. Creatine has been reported to enhance the differentiation of myogenic C2C12 cells by activating both *p38* and Akt/PKB pathways.^[^ ^29^ ^]^ In this study, *SYISL* knockout resulted in a significant increase in the serum succinate levels in pregnant mice. Succinate, a metabolite produced by *Prevotella*, is a crucial substance in the tricarboxylic acid cycle.^[^ ^30^ ^]^ Our results show that succinate metabolism and related pathways were enriched in the DEGs when comparing WT to KO mice, as succinate plays a crucial role in the conversion of skeletal muscles from fast‐twitch to slow‐twitch^[^ ^31^ ^]^; whether this metabolite affects muscle fiber numbers remains to be further investigated.

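In the leg muscle RNA-seq, 8 genes for enzymes that make or use succinate were examined as a list. Their median log2 fold change was 0.55, higher than in 99.98% of 10000 random lists of the same size and expression (camera, adjusted p = 0.0151 over the lists tested). Camera with correlations estimated from the data did not call the list (adjusted p = 0.344). A list of muscle fiber genes rose by a median of 1.29. Random lists matched on expression alone therefore do not show a rise specific to succinate enzymes. *Sdha*, the flavoprotein subunit of succinate dehydrogenase, rose from 218 ± 1.84 to 364 ± 39.3 CPM (SD, n = 3 each), a log2 fold change of 0.74 (standard error 0.072, adjusted p = 3.34e-05 from edgeR's quasi-likelihood test). *Sucla2*, a subunit of succinyl-CoA synthetase, rose from 105 ± 8.23 to 170 ± 23.5 CPM, a log2 fold change of 0.69. *Aldh5a1*, which makes succinate from succinic semialdehyde, fell from 12.0 ± 1.60 to 7.81 ± 0.130 CPM, a log2 fold change of -0.62, and it no longer passed the 1.5-fold threshold without WT replicate 2 (-0.53) or with upper-quartile factors (-0.55). *Sdhb* (0.53), *Sdhd* (0.57) and *Suclg1* (0.58) rose by less than the 1.5-fold threshold, and each passed it with upper-quartile factors (0.59, 0.63 and 0.65), with offsets for GC content and length (0.60, 0.63 and 0.64) and without KO replicate 1 (0.62, 0.70 and 0.67). *Sdhd* and *Suclg1* also passed it without WT replicate 1 (0.59 and 0.61) and with the male share as a covariate (0.62 and 0.63). *Suclg1* also passed it with RLE factors, DESeq2 and thinned counts (0.59 each). *Suclg2* (-0.036) was not distinguishable from 0, and its sign changed under other scalings. The Reactome set of pyruvate metabolism and the citric acid cycle had 16 DEGs among 40 genes where 6.65 were expected (adjusted p = 0.0138, one-sided Fisher's exact test).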

Besides the interaction between host gene and gut microbiota, *SYISL* alone plays an important role in the embryonic muscle development. scRNA‐seq technique was employed to analyze the changes in cell composition and myogenic cells in the muscles of WT and KO littermates. As expected, *SYISL* knockout alone significantly increased the number of embryonic muscle fibers as well as the number of myogenic cells and their proportion. These changes were not dependent on HDAC‐H3K9ac/H3K27ac pathway. Interestingly, it is observed the disruption of *SYISL* leads to the blockade of signaling between *MSTN* and its receptors, *tgfbr1* and *Acvr2a*. It is also known that *MSTN*, a member of the TGFβ superfamily,^[^ ^32^ ^]^ inhibits muscle cell proliferation and differentiation,^[^ ^33^ ^]^ as the loss of *MSTN* function could result in increased muscle mass and myofiber number in various species such as mouse, cattle,^[^ ^34^ ^]^ dogs,^[^ ^35^ ^]^ rabbits,^[^ ^36^ ^]^ rats,^[^ ^37^ ^]^ pigs,^[^ ^11^ ^]^ and goats.^[^ ^38^ ^]^ *MSTN* initially binds to the activin type II receptors *Acvr2a* and *Acvr2B*,^[^ ^39^ ^]^ and subsequently to the type I receptors *ALK4* and *tgfbr1* (*ALK5*).^[^ ^40^ ^]^ In mice, the loss of *Acvr2a* leads to a 27–40% increase in muscle mass, while the absence of *tgfbr1* results in an 18% increase.^[^ ^41^ ^]^ Similarly, the knockout of *SYISL* in adult mice results in a 22–31% increase in muscle mass,^[^ ^18^ ^]^ mirroring the phenotypes observed with the absence of *MSTN* and its receptors. However, our scRNA‐seq results showed that knockout of the *SYISL* gene did not cause the significant changes in the mRNA expression of *MSTN* and its receptors, *tgfbr1*, and *Acvr2a*, indicating that *SYISL* knockout may disrupt the signaling pathway between *MSTN* and its receptors through mechanisms beyond mRNA expression, potentially involving post‐translational modifications.

In summary, *SYISL* knockout significantly altered the composition of the maternal gut microbiota, and increased the abundance of SCFAs‐producing bacteria such as *Prevotella*. These changes led to elevated levels of butyrate in offspring serum, which in turn promoted myogenic differentiation and increased muscle fiber numbers (**Figure** **10**). Meanwhile, the deletion of the *SYISL* gene alone significantly increases the number of embryonic myogenic cells and enhance myogenic differentiation possibly by altering signaling pathways such as *MSTN* and its receptors. These findings illustrate the multifaceted roles of *SYISL* in regulating embryonic muscle development, which advances our understanding of the intricate regulatory network governing muscle development. We believe that the research in this study may act as a strong foundation for developing treatments for muscle‐related diseases and strategies to increase meat production in animal husbandry.

**Figure 10:**
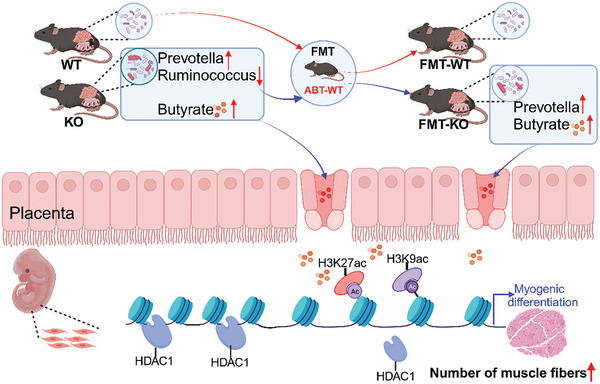
Schematic diagram depicting the molecular mechanism of *SYISL* regulates offspring embryonic muscle fiber number by modulating maternal gut microbiota composition and butyrate levels. *SYISL* KO altered the maternal gut microbiota composition, with both FMT‐KO and KO maternal mice showing a significant increase in the relative abundance of *Prevotella* and serum butyrate levels. Butyrate could crosse the placenta and enter the body of embryonic mice. During embryonic muscle development, butyrate significantly reduces the binding of HDAC1 to myogenic gene regulatory regions, leading to the increased H3K9ac and H3K27ac levels at their regulatory regions. This subsequently elevated gene expression related to myogenesis and contributed to an increase in the number of muscle fibers. Created with BioRender.com.

## 4 Experimental Section

### Animals and Treatment

*SYISL* KO mice were generated in our previous study. All WT mice were provided by the Experimental Animal Center of Huazhong Agricultural University. Mating of mice was initiated at 18:00 with a ratio of 1:2 (males: females), and vaginal plugs were checked the next morning at 7:00. The day of vaginal plug detection was considered as embryonic day 0.5. Pseudo germ‐free mice models were established by administering an anhydrous antibiotic cocktail (ampicillin, neomycin, and metronidazole at 0.2 g L^−1^ each, and vancomycin at 0.1 g L^−1^) through gavage for 2 weeks. In the mouse breeding experiments, only KO and ABT‐KO female mice were mated with KO male mice, while the female mice in the other experimental groups (such as fecal microbiota transplantation experiments, butyrate feeding experiments, etc.) were mated with the same male mice as used in the control group. All procedures involving animals strictly adhered to the guidelines of good laboratory practices, with animals provided with nutritious food and ample water. Animal care and experimental protocols were conducted following the guidelines for the care and use of laboratory animals set forth by the National Research Council and approved by the Institutional Animal Care and Use Committee of Huazhong Agricultural University. Approval Number: HZAUMO‐2018‐069.

### Tissue Sectioning and Cell Immunofluorescence Staining

The immunofluorescence staining was performed following previously published methods.^[^ ^42^ ^]^ The immunofluorescence staining antibodies used were MyHC I (Sigma; M8421; 1:500), laminin (Sigma; L9393; 1:400), and MyHC (Santa Cruz Biotechnology; sc‐376157; 1:500). DAPI was used for fluorescence microscopy (DP80; Olympus, Tokyo, Japan). Tissue sections were digitally scanned using a slide scanner (Pannoramic 250FLASH; 3DHISTECH, Hungary). Cell immunofluorescence was performed using confocal laser scanning microscopy (LSM800; Carl Zeiss, Oberkochen, Germany). For each slice sample of EDL muscle, 100 complete muscle fibers from different fields of view were randomly selected for statistical analysis. ImageJ software was used to calculate the area of muscle fibers. Simultaneously, across the entire field of view of the EDL muscle, the same software was used to precisely count the primary (MyHC I), secondary, and total number (laminin) of EDL muscle fibers.

### Western Blotting

Muscle tissue was thoroughly homogenized in a mixture of RIPA buffer and PMSF on ice for 30 min. The homogenate was then centrifuged at 13 000 rpm for 10 min at 4 °C to collect the supernatant containing total proteins. Subsequently, 40 mg of protein was separated on 10% upper and lower gels and transferred onto a polyvinylidene fluoride membrane. Primary antibodies used were anti‐β‐catenin (Santa Cruz Biotechnology; sc‐4777; 1:1000), MyoG (Santa Cruz Biotechnology; sc‐12732; 1:200), MyHC (Santa Cruz Biotechnology; sc‐376157; 1:1000), MYMK (Abclonal; a18158; 1:500), H3K27ac (abcam; ab4729; 1:1000), H3K9ac (abcam; ab32129; 1:1000), and HDAC1 (cell signaling technology; 5356; 1:1000). The secondary antibodies used were horseradish peroxidase‐conjugated anti‐rabbit or anti‐mouse antibodies. Chemiluminescence signals were detected using an ECL detection kit. The intensity of Western blotting images was determined using Image J. β‐actin or histone H3 was used as internal control for data normalization analysis.

### Single Myofiber Isolation and Culture

Single muscle fibers were isolated from the EDL muscle of mice. The muscle was digested with 2 mg mL^−1^ type I collagenase (C0130 Sigma Aldrich, St. Louis, MO, USA) at 37 °C for 1 h. After digestion, the EDL was transferred to preheated Dulbecco's Modified Eagle's Medium (DMEM) containing 10% horse serum, and the muscle was gently flushed using a P200 pipette to release individual muscle fibers. The released single muscle fibers were transferred to a 10 cm DMEM culture dish and cultured in a 37 °C, 5% CO_2_ environment with the addition of 20% fetal bovine serum, 4 ng mL^−1^ basic fibroblast growth factor, and 1% penicillin‐streptomycin.

### rDNA Amplicon Sequencing

DNA extraction from fresh feces collected from various mouse models was performed using a DNA extraction kit to isolate bacterial DNA. Subsequent 16S rRNA amplification and high‐throughput sequencing on the Illumina MiSeq platform were conducted by Wright Labs. Sequences were trimmed at 150 bp, quality filtered at an expected error of less than 0.5% using and analyzed using the QIIME 1.9.0 software package. Downstream chimera removal, alpha diversity, and beta diversity analyses were conducted as described previously.

### Serum SCFAs Detection

After thawing, serum samples were vortexed for 1 min to ensure homogeneity. Then, 50 µL of the sample was transferred to a corresponding 1.5 mL centrifuge tube, followed by the addition of 100 µL of 0.5% phosphoric acid solution. The mixture was vortexed for 3 min. Next, 150 µL of MTBE solvent containing internal standards was added, and the mixture was vortexed for an additional 3 min and sonicated in an ice bath for 5 min to maintain a low temperature. Afterward, the mixture was centrifuged at 12 000 rpm and 4 °C for 10 min. The upper clear supernatant (90 µL) was carefully collected and transferred to a glass‐lined vial for GC‐MS/MS analysis.

### Fecal SCFAs Detection

Approximately 10–30 mg of the fecal samples were homogenized in 500 µL of methanol under 65 Hz conditions. After centrifugation at 12 000 rpm for 15 min at 4 °C, the supernatant was transferred to a 1.5 mL centrifuge tube, and 50 µL of methanol was added for re‐suspension. The previous step was repeated, and finally, 100 µL of the supernatant was subjected to GC 2010 gas chromatography (30.0 m × 0.53 mm CP‐Wax 52CB column) for the detection of short‐chain fatty acid content.

### Feeding Butyrate to Female Mice

The sodium butyrate feeding experiment involved two groups: the sodium butyrate group comprising mice that received a drinking solution of 200 mg of sodium butyrate dissolved in 1 L of distilled water, and the control group, which received plain distilled water. After 7 days on this feeding regimen, the female mice were mated with untreated male mice. The same feeding continued throughout their pregnancy until delivery.

### Isolation and Culture of Skeletal Muscle Satellite Cells

Mouse skeletal muscle satellite cells were isolated from 3‐week‐old C57BL mice. Skeletal muscle satellite cells were isolated and cultured as previously described.^[^ ^43^ ^]^ The muscles were minced and treated with 2 mg mL^−1^ type I collagenase (C0130; Sigma Aldrich, St. Louis, MO, USA). To deactivate the collagenase, digestion was terminated by adding DMEM medium supplemented with 10% fetal bovine serum. The isolated cells were cultured at 37 °C and 5% CO_2_ in a growth medium consisting of RPMI 1640, 20% FBS, 4 ng mL^−1^ basic fibroblast growth factor, 1% chicken embryo extract, and 1% penicillin‐streptomycin, on collagen‐coated cell culture plates.

### Cell Culture

C2C12 cells were grown in incubators at 37 °C and 5% CO_2_, and proliferating cells were cultured in DMEM supplemented with 10% fetal bovine serum (FBS; Gibco, Grand Island, NY, USA). For myogenic differentiation, cells were transferred to DMEM containing 2% horse serum (HS; Gibco). All cells were grown to 80–90% confluence before differentiation was induced.

### RNA Extraction and RT‐qPCR

Total RNA was isolated using TRIzol reagent (Invitrogen, USA) according to the manufacturer's instructions. Total RNA was reverse‐transcribed using Revert Aid Reverse Transcriptase (Thermo Scientific, USA). RT‐qPCR analyses were performed using the Applied Biosystems StepOnePlus real‐time PCR system. Relative RNA expression was calculated using the Ct(2^–∆∆Ct^) method.^[^ ^44^ ^]^ The expression of target genes was normalized to the expression of β‐actin. All primers used in RT‐qPCR are presented in Table S1 (Supporting Information).

### HDACs Activity Assay

For muscle tissue analysis, KO and WT mouse leg muscles were collected, homogenized in liquid nitrogen, and subsequently centrifuged to obtain the supernatant. Blood samples were also centrifuged under similar conditions to obtain the supernatant. Each sample was then diluted in assay buffer at a specified ratio, and aliquots of the diluted samples were added to the wells of a microplate. HDACs enzyme solution, provided as a positive control, and an HDACs inhibitor served as the negative control. 50 µL of HDACs Green substrate working solution were added to each well, and the plates were incubated at a controlled temperature of 35 °C for 30 min. The fluorescence intensity was measured using an appropriate wavelength as specified by the Amplite Fluorimetric HDACs Activity Assay Kit at the end of the incubation period.

### RNA‐Seq Data Analysis

Total RNA was extracted from the leg muscles of 18.5‐day‐old KO and WT mice during the embryonic stage. DNase I treatment was performed to remove genomic DNA from the total RNA. Regarding library construction, as previously reported in the literature.^[^ ^45^ ^]^ The library preparations were sequenced on an Illumina Hi‐seq2000 sequencer and 150 bp paired‐end reads were generated. Raw reads were processed using Trim Galore (v0.6.6) to eliminate low‐quality reads and adapter sequences. Paired‐end reads were then mapped to the mm10 genome using Hisat2 (v2.2.1). To quantify differences in gene expression and obtain raw count data, Feature Counts (v2.0.1) was employed. 

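The composition of the libraries differed between the genotypes. The 10 most counted genes took 10.4%, 11.0% and 10.5% of the counts in the WT samples and 13.1%, 13.6% and 13.8% in the KO samples. Genes of the mitochondrial genome took 4.72%, 4.67% and 4.59% in WT and 5.30%, 5.58% and 5.96% in KO. The TMM factors that correct for composition were 1.03, 1.01 and 1.03 in WT and 1.00, 0.964 and 0.963 in KO. DESeq2 with its own size factors and Wald test, without a filter on low counts beforehand, called 1651 genes higher and 1776 lower in KO among the 26065 genes to which it gave an adjusted p-value. Of these calls, 1595 higher and 1683 lower genes were also called by edgeR, and 0 genes were called in opposite directions.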

Subsequently, DEseq2 (v1.28.1) was utilized to normalize the raw counts and perform differential analysis. Genes with |fold change| > 1.5 and a *p*‐value <0.05 were considered significantly differentially expressed,^[^ ^42^ ^]^ and volcano plots and heatmaps were generated for visualization. 

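The threshold is written as a p-value here and as an adjusted p-value in the Figure 7A legend. At an unadjusted p under 0.05 and a fold change over 1.5, edgeR's test called 1967 genes higher and 1954 lower in KO, 3921 in all, and these include every gene called at the adjusted p. At this fold-change threshold the adjustment therefore removed few genes.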

GO pathway enrichment analysis was performed to gain insights into the functions of the differentially expressed genes.

### Microbial DNA Extraction and Specific Bacteria Quantification

Mice fecal DNA was extracted using the TIANamp Stool DNA Kit (TIANGEN) according to the manufacturer's instructions. Specific bacteria quantitation was measured relative to the universal 16s gene. The primers used for the detection of specific bacteria are listed in Table S1 (Supporting Information).

### ChIP Assay

ChIP assays were performed after transfection of butyrate into mouse skeletal muscle satellite cells using the ChIP Assay Kit (Beyotime, Jiangsu, China). Each ChIP assay was performed using 1 µg of antibodies against H3K27ac (ab4729, abcam, 1:100), H3K9ac (ab32129, abcam, 1:100). IgG was used as the negative control. RT‐qPCR was conducted using the retrieved DNA and the primers for ChIP to check the enrichments of H3K9ac, and H3K27ac at target gene regions. All primers used in ChIP‐qPCR are presented in Table S1 (Supporting Information).

### Preparation of Single‐Cell Suspension

Heterozygous female mice at 18.5 days of gestation were used for fetal sampling. The leg muscles of each fetus were individually isolated and placed in a single‐cell preservation solution. Fetal tails were used for genotyping. Upon successful identification, the leg muscle tissues from both WT and KO mice were digested using 0.25% trypsin (Thermo Fisher; 25200‐072) and 10 ug mL^−1^ DNase I (Sigma, 11284932001) dissolved in PBS containing 5% FBS (Thermo Fisher; SV30087.02). The digestion was carried out at 37 °C on a shaker for 40 min. The resulting cell suspensions were filtered through a 40 µm nylon cell strainer. Subsequently, cells were stained with 0.4% Trypan blue (Thermo Fisher, 14190144) to assess viability using the Countess II Automated Cell Counter (Thermo Fisher).

### 4.1 Library Preparation and Sequencing

Beads with unique molecular identifiers (UMIs) and cell barcodes were filled in Gel Beads‐in‐emulsion (GEM), pairing each cell with a bead. After cell lysis treatment, cell RNA hybridized to the beads, which were then processed for reverse transcription. During cDNA synthesis, each molecule received a UMI and cell label tag at the 5' end. Subsequently, the beads went through second‐strand synthesis, adaptor ligation, and amplification. Sequencing libraries, focusing on the 3' transcript ends with cell barcodes and UMIs, were prepared according to the Chromium Single Cell 3ʹ v3 protocol. Library quality and quantity were assessed using a Bioanalyzer 2100 and a Qubit assay. Sequencing was performed on an Illumina NovaSeq6000 using 2 × 150.

### scRNA‐Seq and Data Pre‐Processing

scRNA‐seq data were processed using the CellRanger toolkit (v7.2.0). Raw sequencing reads were aligned to the mouse reference genome (mm10) to generate data matrices. High‐quality single‐cell data selection for downstream analysis was based on the following criteria:

1. Gene detection count: Cells with gene counts ranging from 1000 to 6000 were retained. This range was chosen to exclude cells with abnormally low or high expression levels, as well as potential doublets.
2. Total RNA count: Only cells with total RNA counts between 1000 and 25 000 were selected, minimizing the inclusion of cells with degraded RNA.
3. Mitochondrial gene expression percentage: Cells where less than 8% of the total gene expression was mitochondrial were chosen, reducing the likelihood of including damaged cells.

### Data Normalization and Batch Correction

For WT and KO samples, normalization was conducted using the variance stabilizing transformation (VST) method via the Seurat package (v5.1.0). A total of 3000 highly variable genes were identified and conducted PCA for dimensionality reduction. The Harmony package (v1.2.0) was utilized to address batch effects across samples processed under similar experimental conditions. After correcting for batch effects, WT and KO samples were combined using the merge function within the Seurat package. Following this integration, the combined dataset was normalized using the ScaleData function.

### Clustering and Cell Annotation

The analysis continued with the application of the FindNeighbors function, set at a resolution of 0.3. This was followed by clustering using the FindClusters function and visualization through t‐distributed stochastic neighbor embedding (t‐SNE) via the RunTSNE function. Following data preprocessing, differential gene expression analysis was performed to identify genes significantly differing across clusters. This was accomplished using the FindAllMarkers function within the Seurat package. The selection parameters for DEGs were a log fold change > 0.25 and a *p*‐value < 0.05. Subsequently, cell populations were annotated by correlating these DEGs with well‐documented cellular markers from literature, facilitating precise cellular identification and characterization.

### Single‐Cell Trajectory Analysis

To explore the heterogeneity and developmental trajectories of myogenic cells, Monocle 2 (version 2.30.1) was utilized for pseudotime trajectory analysis of scRNA‐seq data. Initially, count data were extracted from the Seurat object using the GetAssayData function, which were then converted into a CellDataSet object. During this conversion, a negative binomial model was employed to more accurately capture the discrete nature of gene expression. Subsequently, dimensionality reduction was applied using the DDRTree algorithm. After reducing dimensionality, cells were temporally ordered using the order cells function, which established their relative positions within the differentiation process. Additionally, key pseudotime genes with adjusted *p*‐values less than 1e‐4 were identified, whose expression patterns were essential for understanding shifts in cell states.

### Expression Heatmap Plotting and Gene Function Analysis

Using the plot_pseudotime_heatmap function from the Monocle package, expression heatmap of these key genes was plotted across different cell states, visually displaying the dynamic changes in gene expression. Based on expression patterns, genes were further clustered into four groups using the k‐means clustering method. The function of each gene cluster was investigated through GO analysis accessed via the DAVID database (https://david.ncifcrf.gov/).

### Cell‐Cell Communication Analysis

To quantitatively assess differences in intercellular communication between KO and WT samples, the R package CellChat (v1.6.1) was utilized. The netVisual_diffInteraction function was used to generate visual representations of the differential interaction networks between two sample groups. Subsequent analysis was conducted using the rankNet function to identify the primary signaling pathways that exhibited significant changes. Further detailed visualization and examination of specific pathways were facilitated through the netVisual_aggregate and netAnalysis_signalingRole_network functions, allowing for an in‐depth exploration of the altered signaling dynamics.

### Statistical Analyses

All data were presented as mean ± standard deviation (SD). Sample sizes (*n*) were indicated in the legends. Statistical analysis was performed using GraphPad Prism software. For comparisons between two groups, both paired and unpaired Student's *t*‐tests were employed. For analyses involving three or more groups, R software (version 4.1) was utilized to conduct multiple comparison statistical analyses. An initial analysis of variance (ANOVA) was carried out using the aov function to assess significant differences across group means. This was followed by pairwise comparisons using the Tukey HSD function to pinpoint specific groups among which the differences were statistically significant. *p* < 0.05 was considered to be statistically significant; significance was denoted as *p < 0.05, **p < 0.01, ***p < 0.001.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

H.Z. and W.J. wish it to be known that, in their opinion, the first two authors should be regarded as joint first authors. H.Z. and W.J. contributed equally to this work. H.Z., W.J., J.G., C. L., Y.P., J.J., W, L., X. L., J. H., M.Z., Y.J., Z.X., J.T., R.Z., and B.Z. conceived and designed the research; H.Z., J.G., C.L, Y.P., X.L., J.H. performed experiments; W.J., Z.M., and X.Z. analyzed the data; H.Z., W.J., J.G., R.Z., and B.Z. wrote the manuscript. All authors read and approved the final manuscript.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are openly available in [Gene Expression Omnibus (GEO)] at [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE244822, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE276532], reference number [GSE244822 and GSE276532].

# Supplementary material for: SYISL Knockout Promotes Embryonic Muscle Development of Offspring by Modulating Maternal Gut Microbiota and Fetal Myogenic Cell Dynamics
**Source:** Adv Sci (Weinh). 2024 Dec 16;12(6):2410953. doi: 10.1002/advs.202410953

**Supporting Information**

***SYISL* Knockout Promotes Embryonic Muscle Development of Offspring by Modulating Maternal Gut Microbiota and Fetal Myogenic Cell Dynamics**

*Hao Zuo*^#^, *Wei Jiang*^#^, *Jianwei Gao*, *Zhibo Ma*, *Chen Li*, *Yaxin Peng*, *Jianjun Jin*, *Xizhen Zhan*, *Wei Lv*, *Xiao Liu*, *Jingjing Hu*, *Mengdi Zhang*, *Yiming Jia*, *Zaiyan Xu*, *Junming Tang*, *Rong Zheng*^*^, *and* *Bo Zuo*^*^

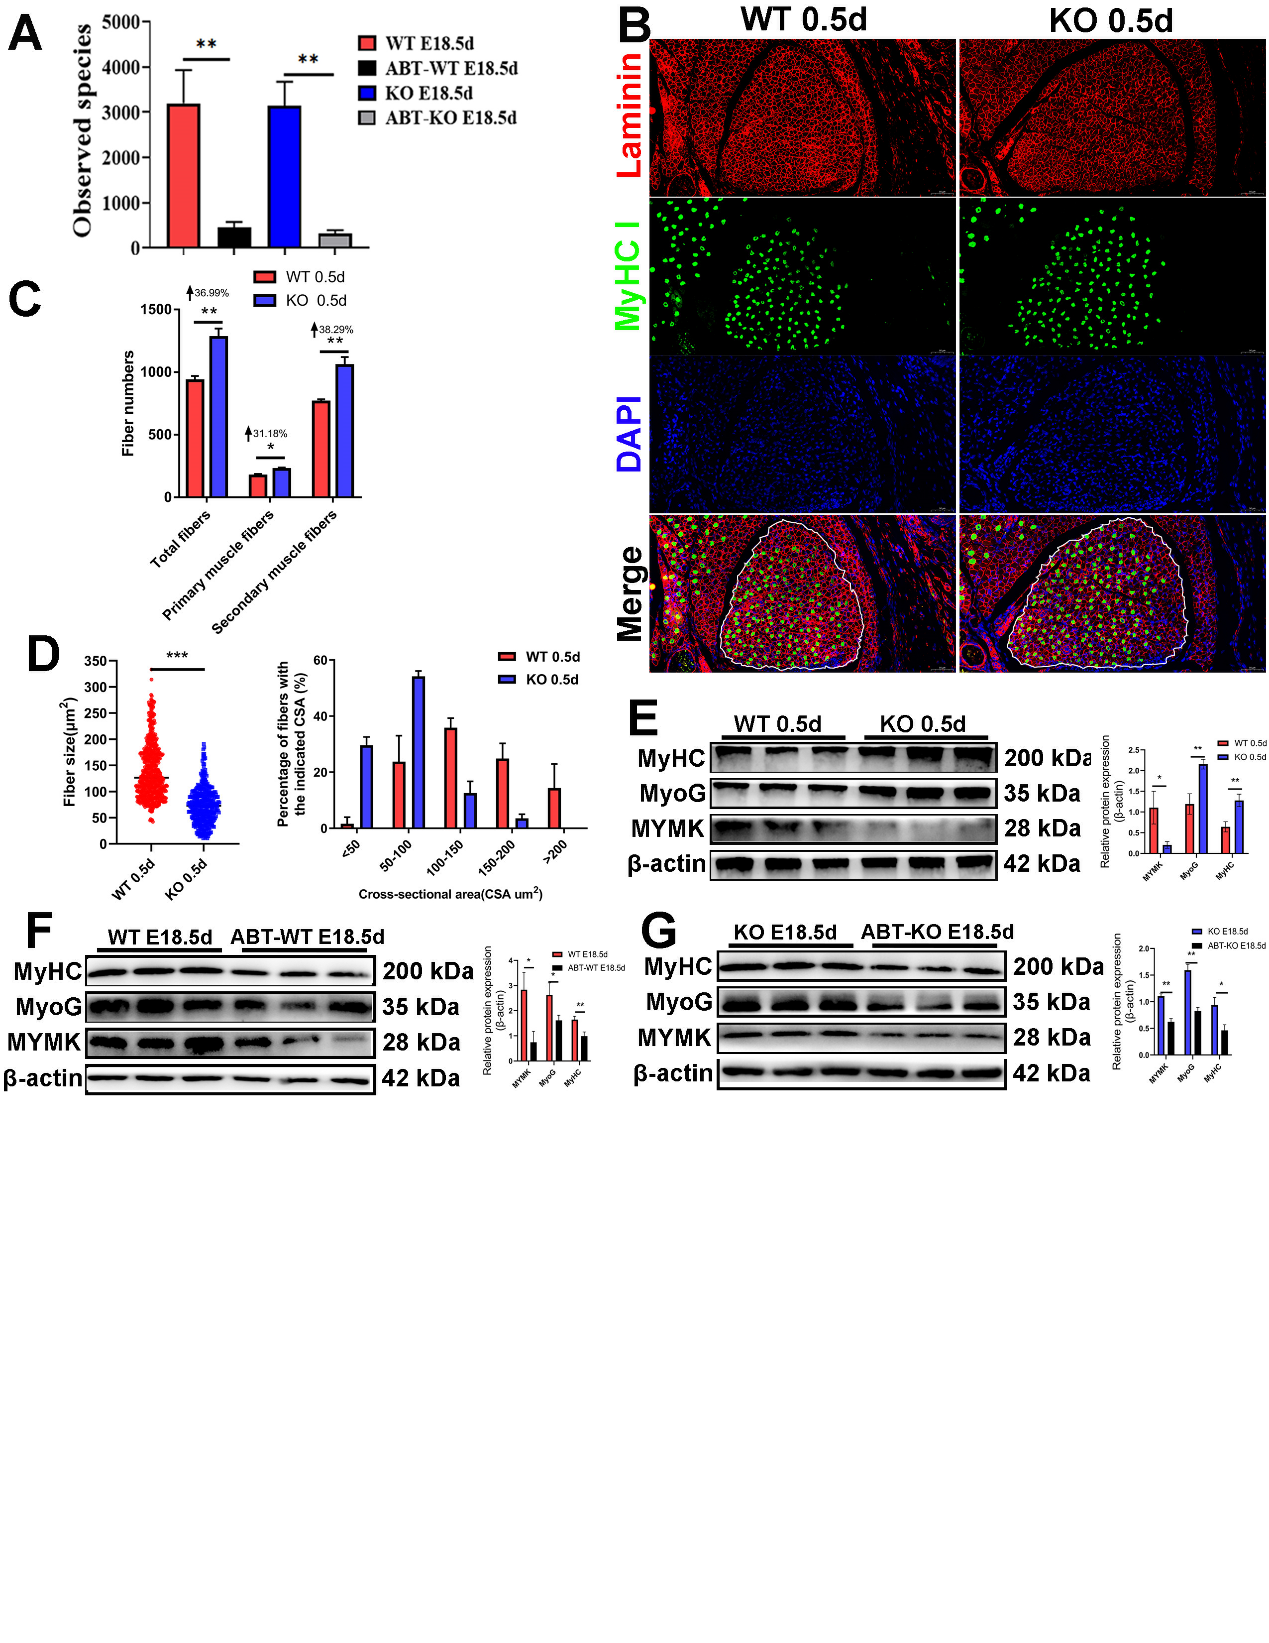

**Figure S1. The muscle fiber phenotype of KO and WT mice at postnatal day 0.5.** A) α diversity analysis was performed to confirm the successful construction of pseudo-germ-free mice. B) Representative images of immunofluorescence staining for laminin (red), MyHC I (green), and DAPI (blue) in the cross-sections of the hind limbs of KO and WT mice at 0.5d. The white dashed lines delineate the mouse EDL muscle. (n = 6/each group) Scale bars, 50 μm. n = 5. C) Quantitative analysis of immunofluorescence staining was conducted on the leg muscles of mice at 0.5d post-birth, and the results revealed a significant increase in the number of primary, secondary, and total muscle fibers in the KO group compared to the control group. Data were presented as mean ± SDs, n = 3. **P* < 0.05, ***P* < 0.01. D) The cross-sectional areas of individual EDL muscle fibers at 0.5d were analyzed. The left figure presents a scatter plot of the areas of each muscle fiber, and the right figure shows the distribution of the muscle fibers with different area ranges. Compared to WT mice, KO mice exhibit a higher proportion of muscle fibers with smaller cross-sectional areas. Data were presented as mean ± SDs, n = 3. **P* < 0.05, ***P* < 0.01. E) Western blotting results showed that *SYISL* KO significantly increased the protein expression levels of MyoG and MyHC genes and notably decreased the protein expression levels of MYMK genes at 0.5d. Data were presented as mean ± SDs, n = 3. **P* < 0.05, ***P* < 0.01. F, G) Western blotting results showed at E18.5 d, ABT-WT (F) and ABT-KO (G) significantly decreased the protein expression levels of the MYMK, MyoG and MyHC genes compared to the control group. The relative protein and gene levels were normalized to those of the control β-actin. Data were presented as mean ± SDs, n = 3. **P* < 0.05, ***P* < 0.01.

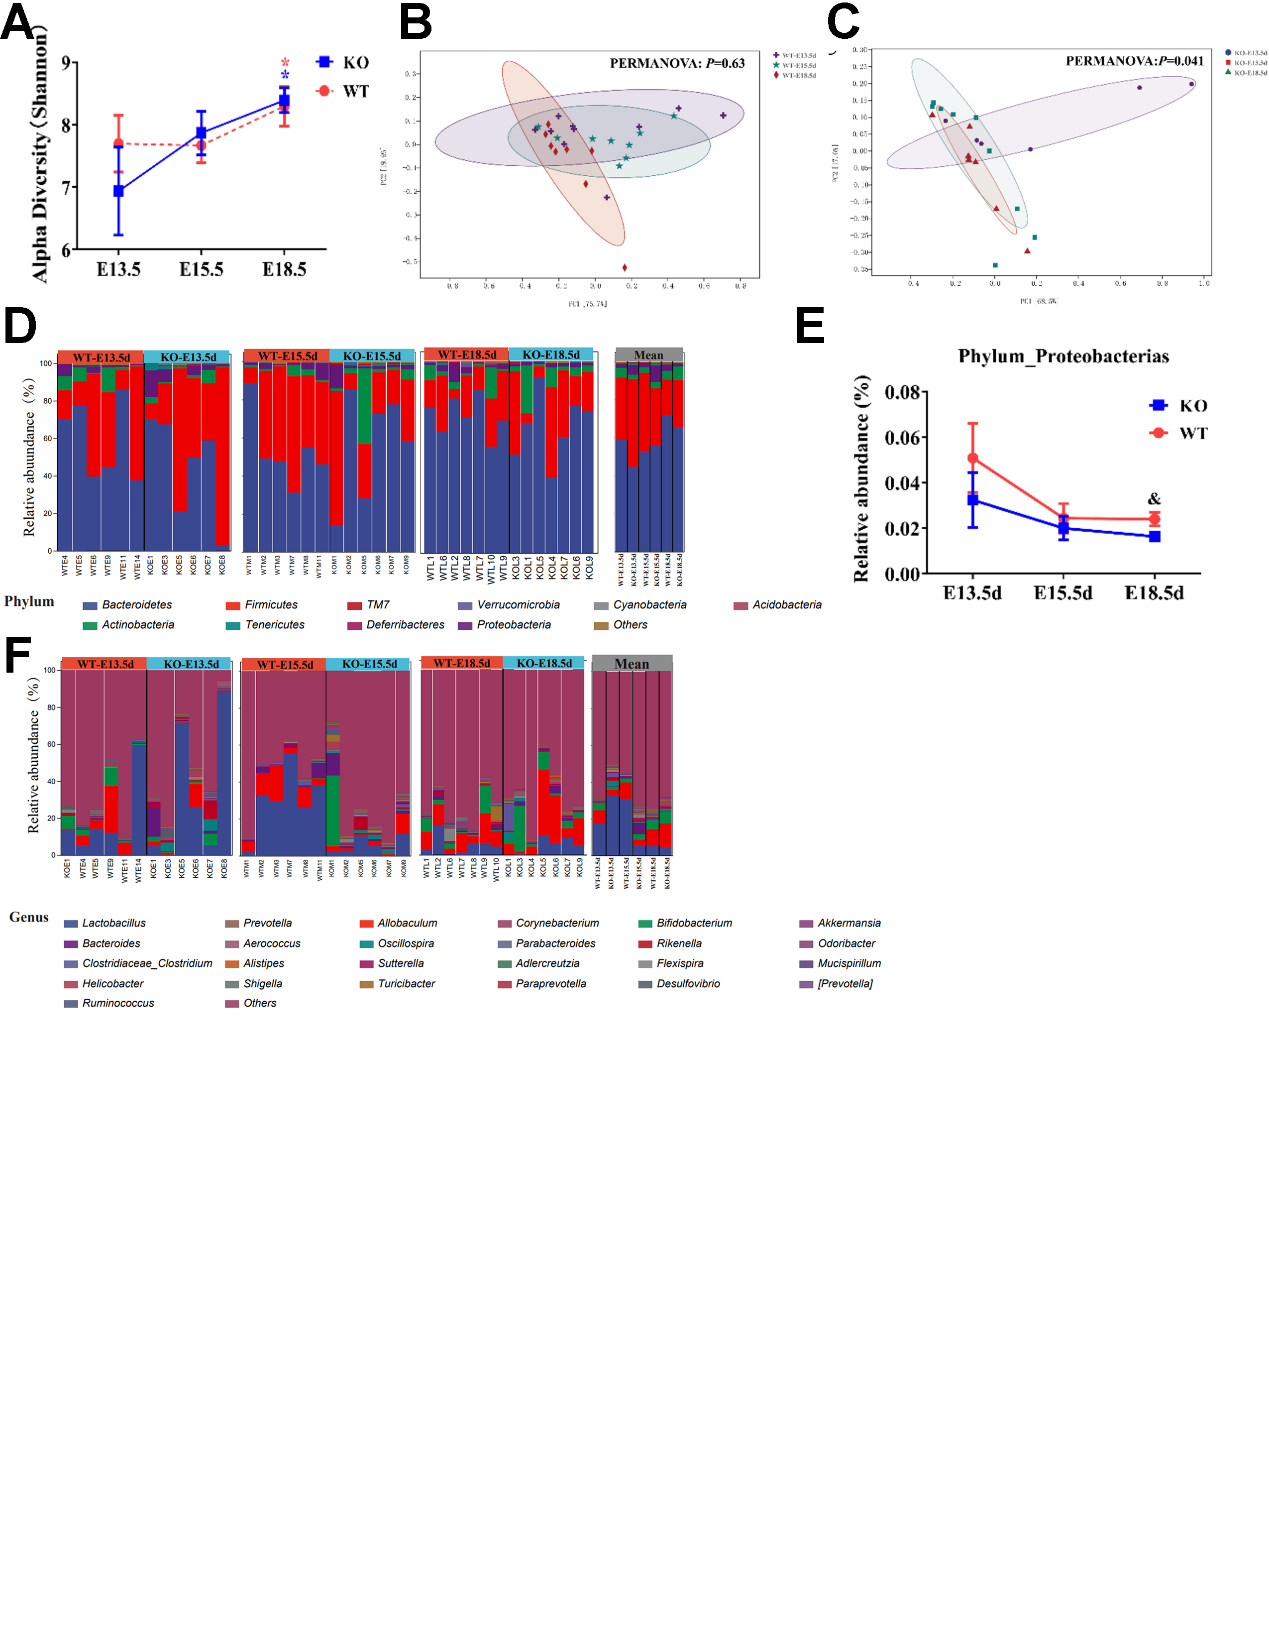

**Figure S2. *SYISL* knockout in female mice significantly affects the gut microbiota composition.** A) The analysis of the Shannon index reflects the changes in gut microbiota alpha diversity in WT and KO female mice at different stages of pregnancy. Both genotypes of mice showed an increasing trend in alpha diversity, with a significant increase at E18.5d compared to E13.5d. The highest species richness was observed in female mice at E18.5d. B,C) PCoA analysis of fecal microbiota in WT (B) and KO (C) female mice during all three stages of pregnancy revealed that there was no significant variation in the WT group as pregnancy progressed, while the KO group exhibited significant differences. D, F) A bar chart depicting the species composition at the phylum (D) and genus (F) levels of fecal microbiota in WT and KO female mice during all three stages of pregnancy. E) The relative abundance changes of fecal microbiota in WT and KO female mice during all three stages of pregnancy for microbial groups phylum *Proteobacteria*. The data represent the means ± SDs of three independent experiments; * *P* < 0.05, ** *P* < 0.01.

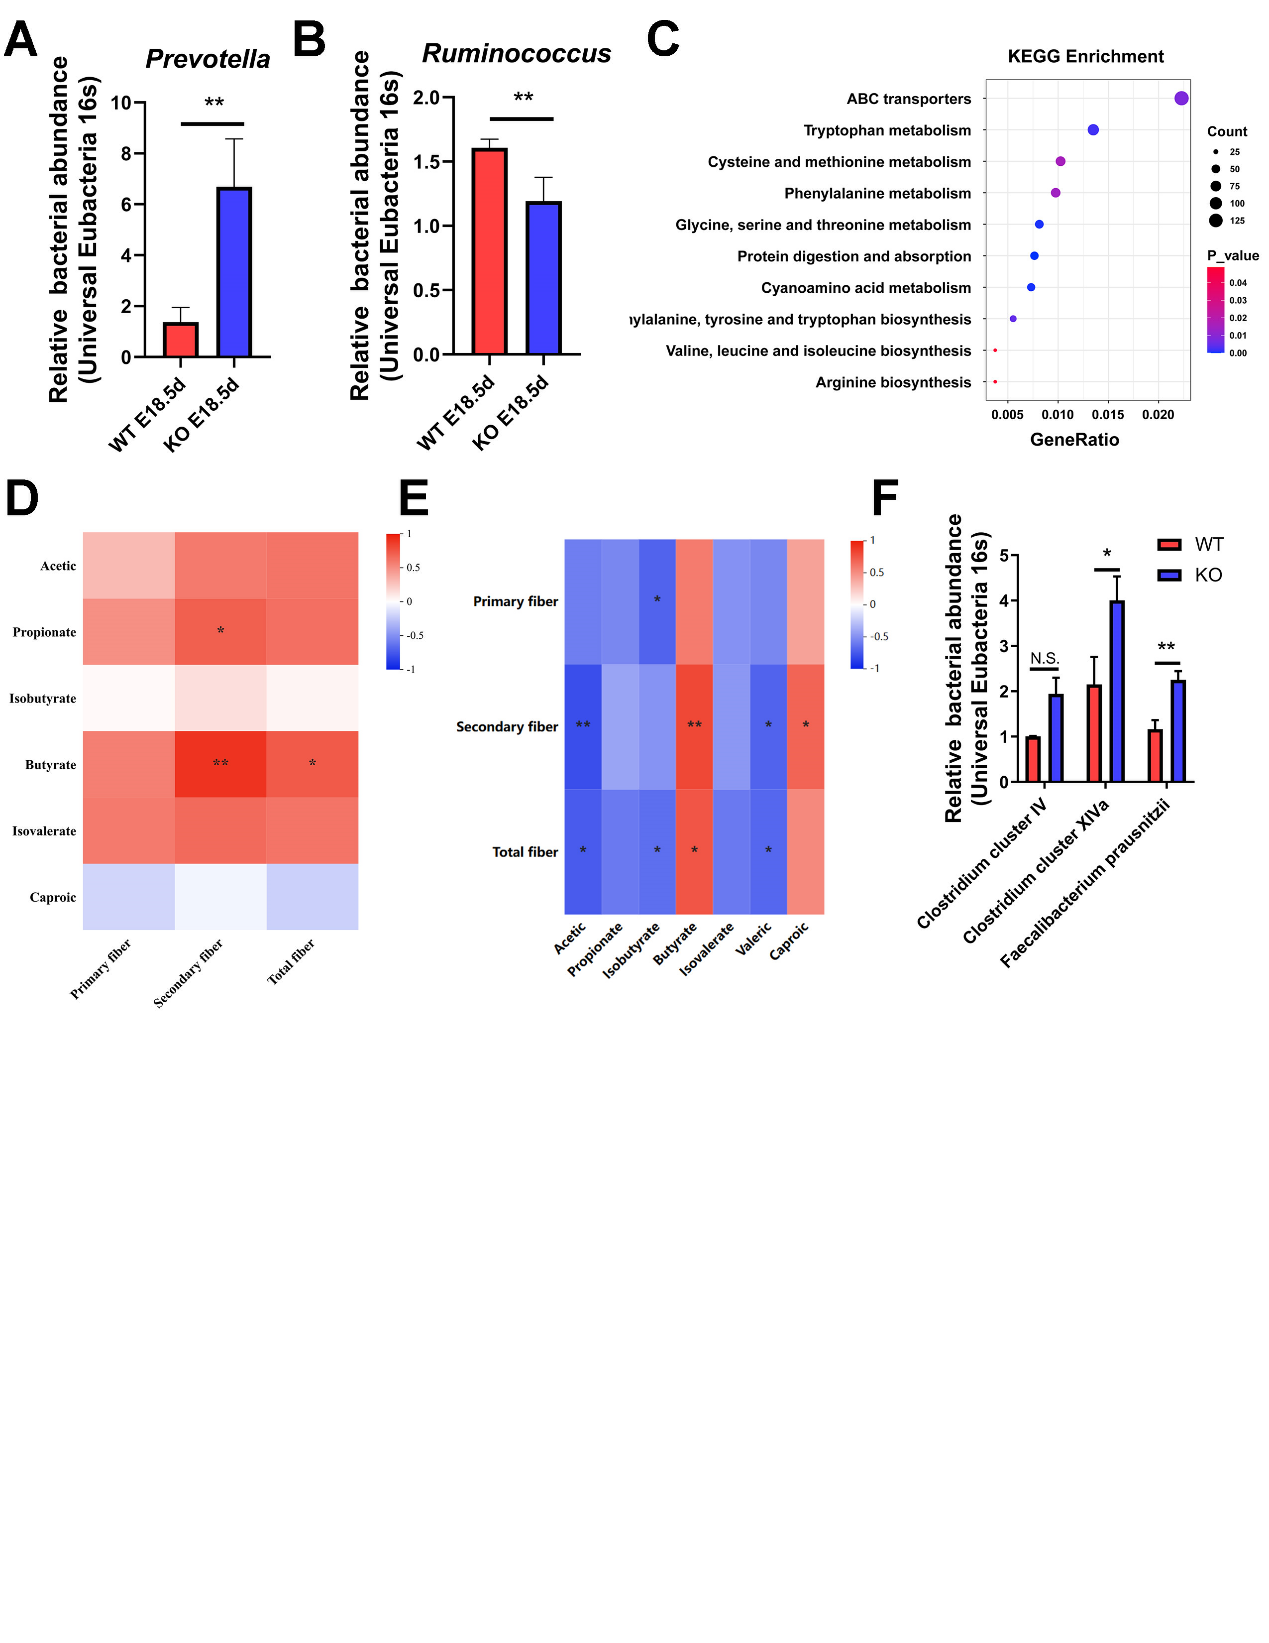

**Figure S3. Fecal bacterial analysis and metabolite pathway analysis.** A, B) The RT-qPCR results showed that in pregnant mice at 18.5 days, compared to the control group, KO *SYISL* significantly increased the abundance of *Prevolla* (A), while *Ruminococcus* (B) significantly decreased in the fecal samples of maternal mice when universal Eubacteria 16S was used as the reference gene. Data were presented as mean ± SDs, n = 3. ***P* < 0.01. C) KEGG pathway analysis of fecal metabolites from 18.5-day-old pregnant WT and KO female mice reveals significant alterations in biological pathways associated with protein degradation, transport, and amino acid metabolism resulting from gene knockout. D, E) Heatmap representation of the correlation analysis between SCFAs in maternal feces (D) and serum (E) and the number of embryonic muscle fibers. F) The RT-qPCR results showed that KO *SYISL* significantly increased the abundance of the butyrate-producing bacteria *Clostridium cluster XIVa* and *Faecalibacterium prausnitzii* in the fecal samples of maternal mice when universal Eubacteria 16S was used as the reference gene. Data were presented as mean ± SDs, n = 3. N.S. not significant, **P* < 0.05, ***P* < 0.01.

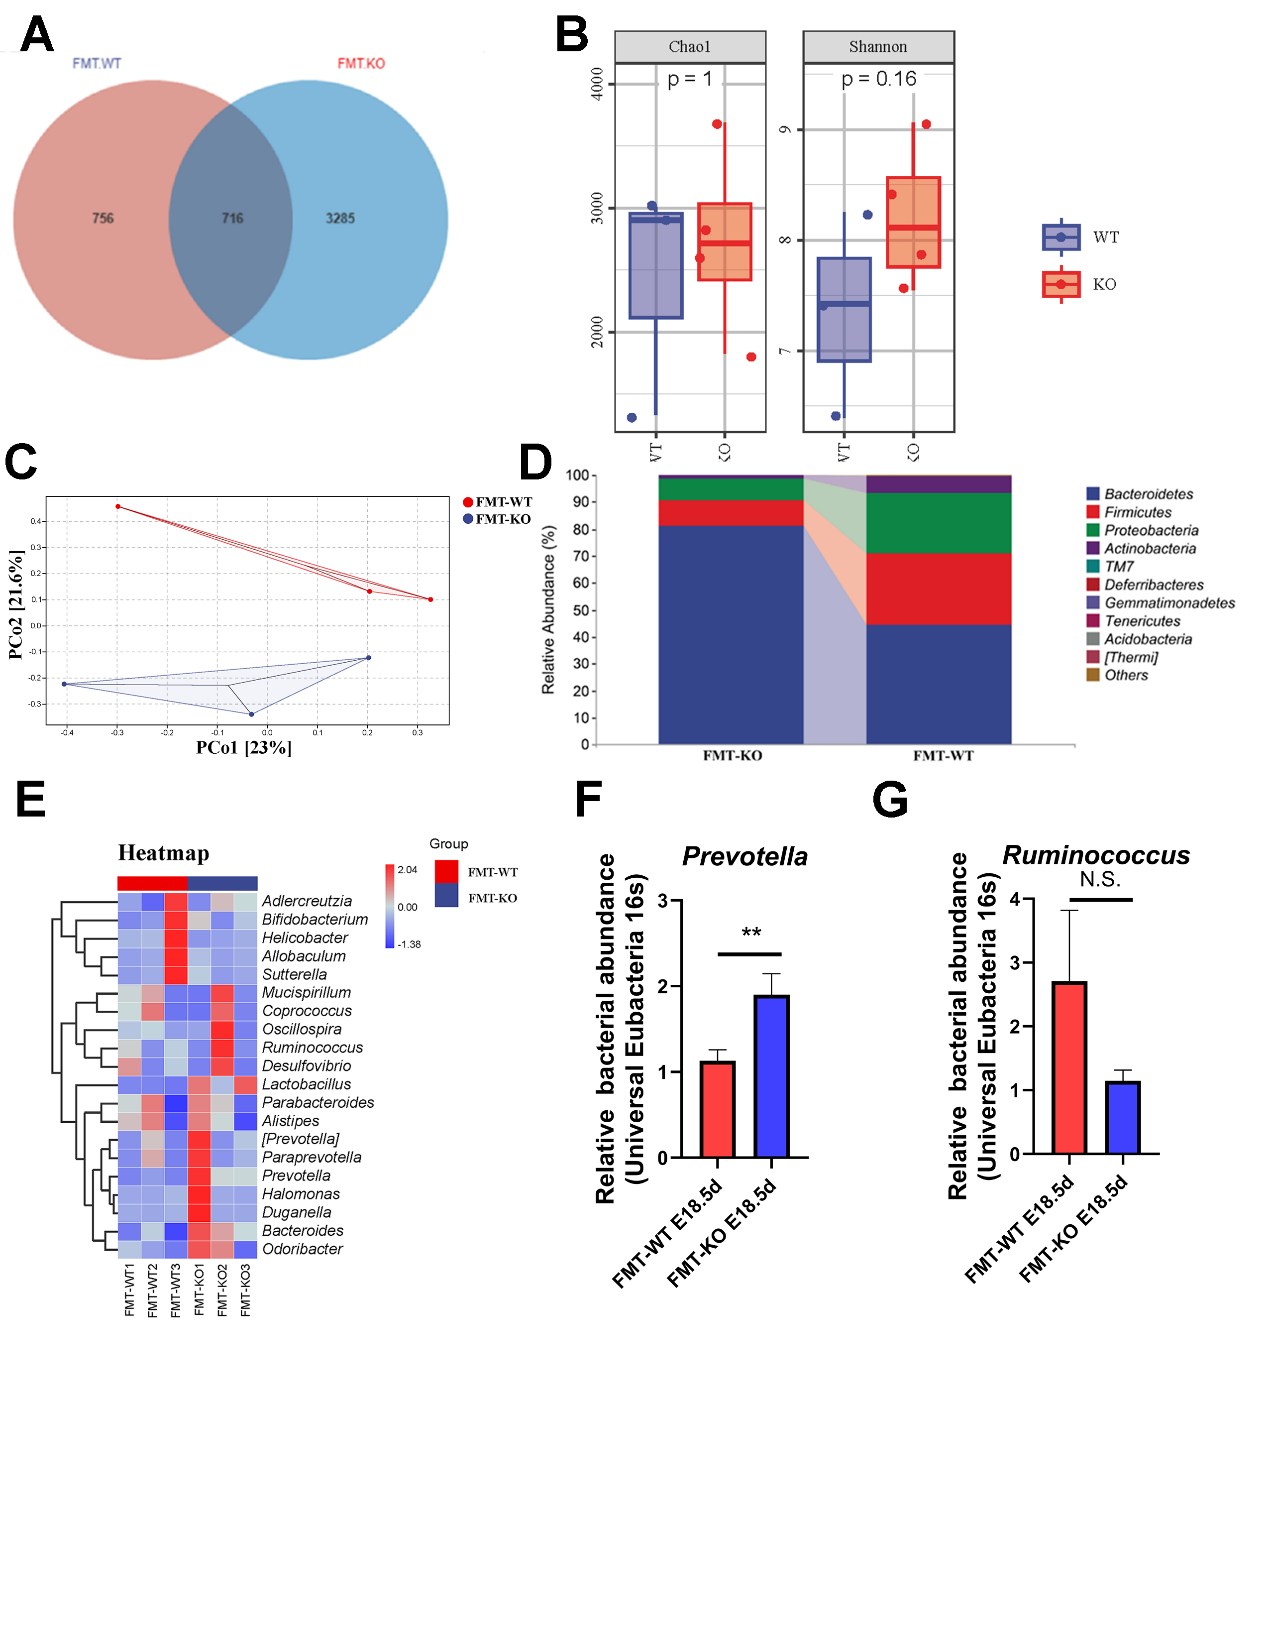

**Figure S4. FMT of KO fecal microbiota in ABT mice results in more muscle fibers in offspring than that of WT fecal microbiota.** A) Distribution of FMT-WT and FMT-KO gut microbiota based on OTU analysis. Microbiota profiling identified a total of 4715 OTUs, with 716 OTUs shared by both groups, 756 OTUs specific to FMT-WT pregnant mice, and 3285 OTUs specific to FMT-KO pregnant mice. n = 3. B) The Chao1 and Shannon indices indicate that there was no difference in microbial diversity between FMT-KO and FMT-WT mice at gestational day 18.5. C) PCoA results of gut microbiota indicate differences in the gut microbial communities between FMT-WT and FMT-KO mice at gestational day 18.5. n = 3. D) Column chart depicting that fecal there was significant difference in microbial composition at the phylum level between FMT-WT and FMT-KO mice at gestational day 18.5. E) The heatmap depicting fecal microbiota composition at the genus level between FMT-WT and FMT-KO mice at gestational day 18.5 shows a significant increase in the abundance of *Prevotella* in FMT-KO mice compared to FMT-WT mice. n = 3. F, G) The RT-qPCR results showed that in pregnant mice at 18.5 days, compared to the control group, FMT-KO significantly increased the abundance of *Prevolla* (F), while *Ruminococcus* (G) significantly decreased in the fecal samples of maternal mice when universal Eubacteria 16S was used as the reference gene. Data were presented as mean ± SDs, n = 3. N.S. not significant, ***P* < 0.01.

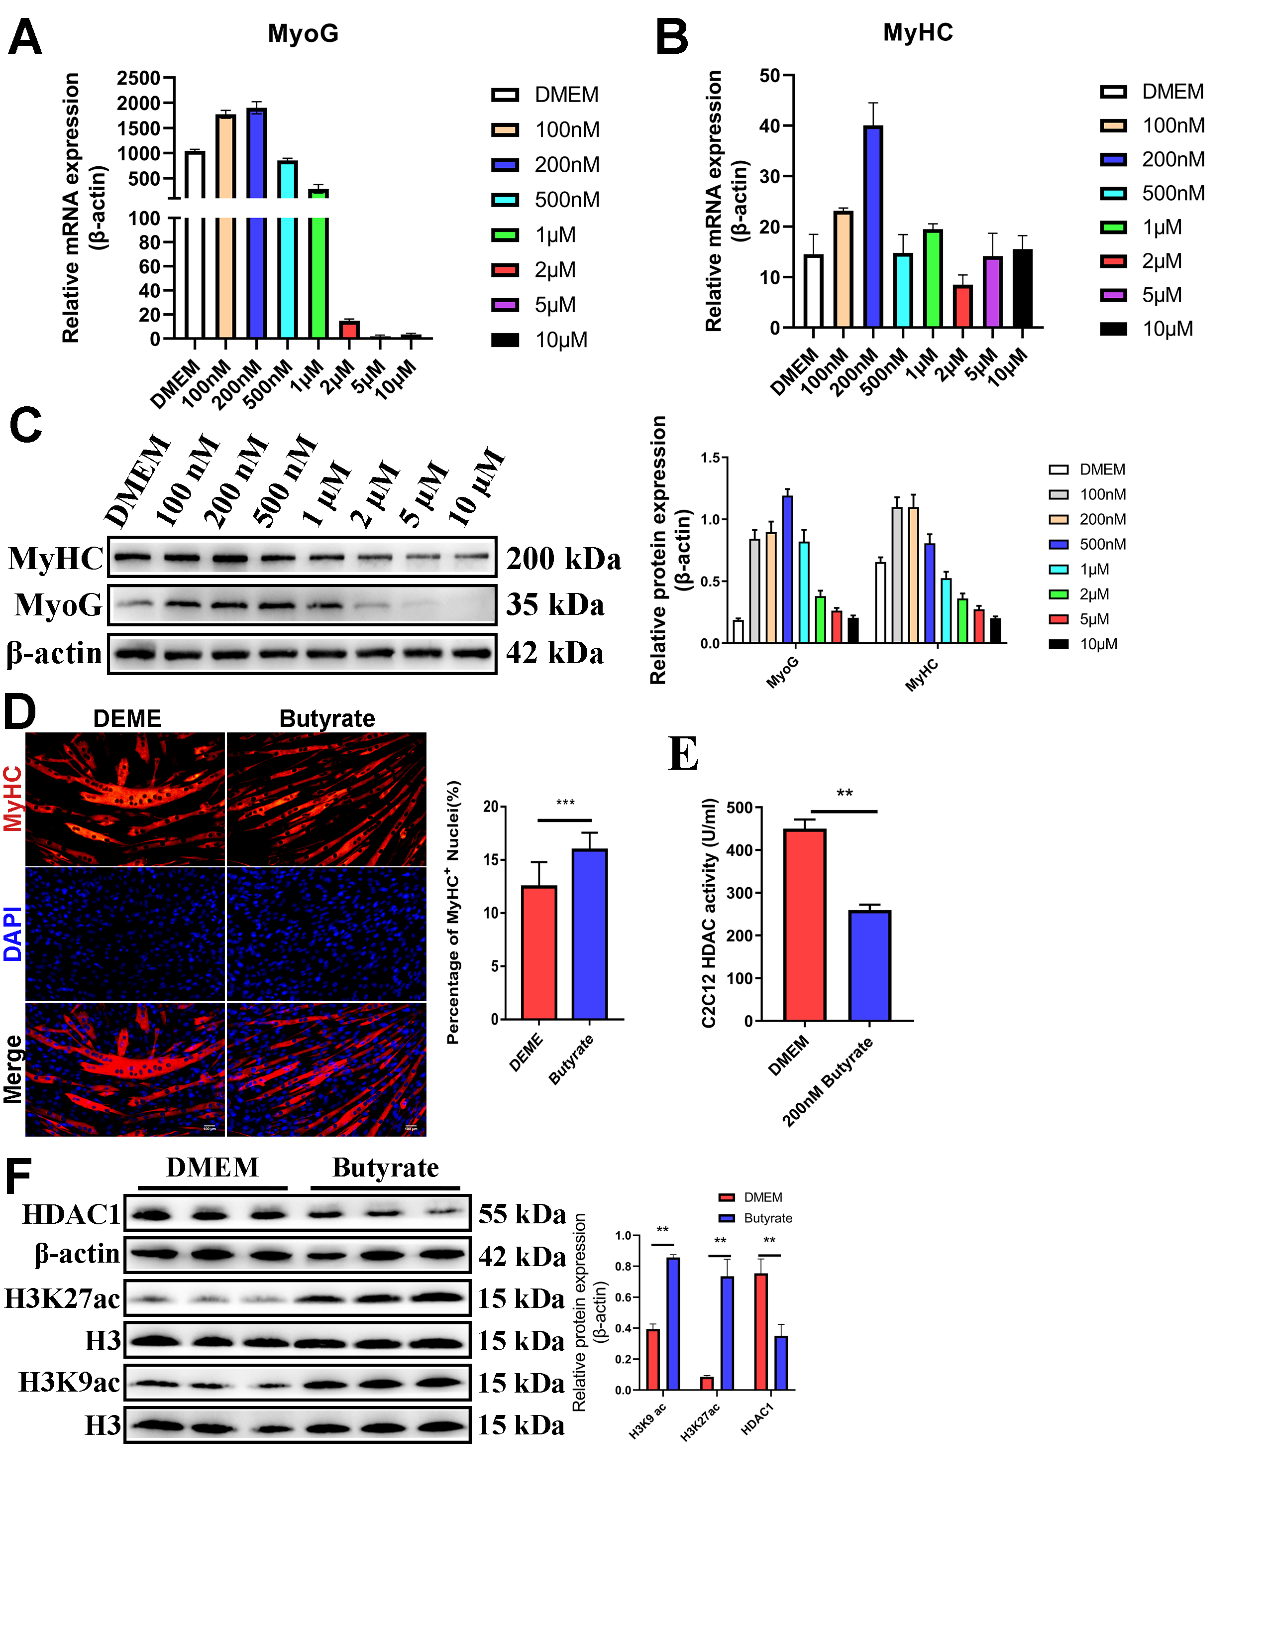

**Figure S5. 200nM butyrate significantly promotes myogenic differentiation, suppresses the activity of histone deacetylases (HDACs) and increases H3K9ac and H3K27ac levels in C2C12 cells.** A, B) The RT-qPCR results revealed that when cells were treated with different concentrations of butyrate, 100-200 nM butyrate promoted the expression of *MyoG* (A) and *MyHC* (B) genes when *β-actin* was used as the reference gene. C) Western blotting results revealed that when cells were treated with different concentrations of butyrate, 100-500 nM butyrate promoted the expression of *MyoG* and *MyHC* genes when *β-actin* was used as the reference gene. D) Representative images of immunofluorescence staining for MyHC in differentiated C2C12 myoblasts and quantification showed that butyrate significantly promoted myoblast differentiation. Scale bars, 100 μm. Data were presented as mean ± SDs, n = 3. ****P* < 0.001. E) C2C12 cells were treated with different concentrations of butyrate to induce differentiation, and the supernatant was subjected to an HDAC enzyme activity assay. The results showed there was a significant reduction in HDAC enzyme activity in C2C12 cells treated with butyrate. Data were presented as mean ± SDs, n = 3. ***P* < 0.01. F) Western blotting results showed that treatment of C2C12 cells with 200 nM butyrate for 3 d inhibits HDAC1 protein expression and increases the protein levels of H3K27ac and H3K9ac when β-actin and H3 were used as the reference gene. Data were presented as mean ± SDs, n = 3. ***P* < 0.01.

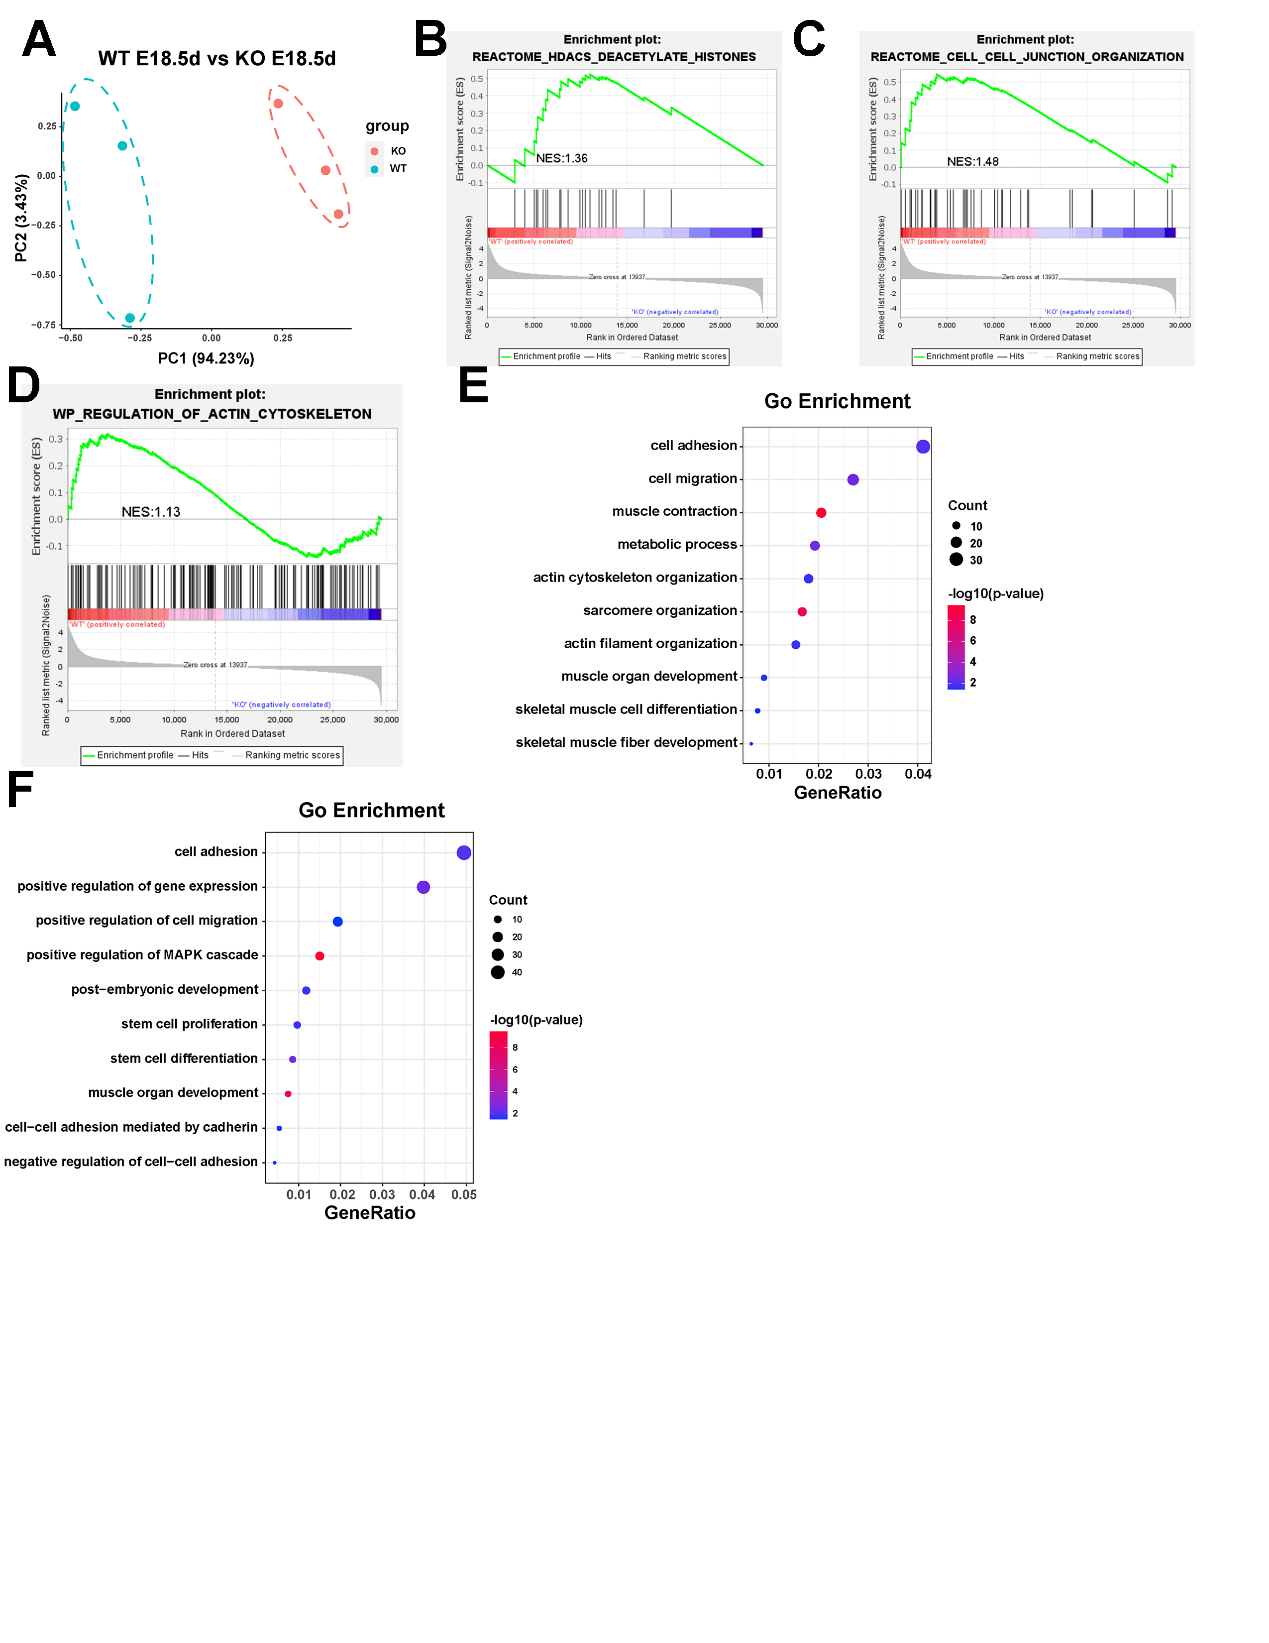

**Figure S6. GSEA and GO Enrichment analysis of DEGs.** A) Analysis of RNA-seq data from KO and WT mouse leg muscles at E18.5d showed there was distinct separation between the two groups in the PCA. n = 3. B-D) GSEA plot of DEGs related to HDACs deacetylate histones (B), cell-cell junction organization (C), regulation of actin cytoskeleton (D) in leg muscle from WT mice and KO mice at E18.5d. E) GO Enrichment analysis of 259 overlapping genes between RNA-seq and H3K9ac ChIP-seq data indicated these genes were mainly related to cell adhesion, cell migration, muscle differentiation, and metabolic pathways. F) GO enrichment analysis of 934 overlapping genes between RNA-seq and H3K27ac ChIP-seq data indicated these genes were mainly related to cell adhesion, stem cell differentiation and muscle organ development.

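The sets of panels B and C were also ranked as in a GSEA, with fgsea on the signal-to-noise ratio of WT against KO over 22071 genes, so that a positive normalized enrichment score (NES) stands for higher expression in WT. The HDACs deacetylate histones set had an NES of 1.20, which was not past the threshold (fgsea, adjusted p = 0.544). With each sample left out in turn, this NES lay between 0.93 and 1.30. The cell-cell junction organization set had an NES of 1.79 (fgsea, adjusted p = 0.00999), and between 1.72 and 1.83 with each sample left out. For comparison, striated muscle contraction had an NES of -2.51. In this ranking 82 of the Reactome sets passed the threshold. The set of panel D was not used here.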

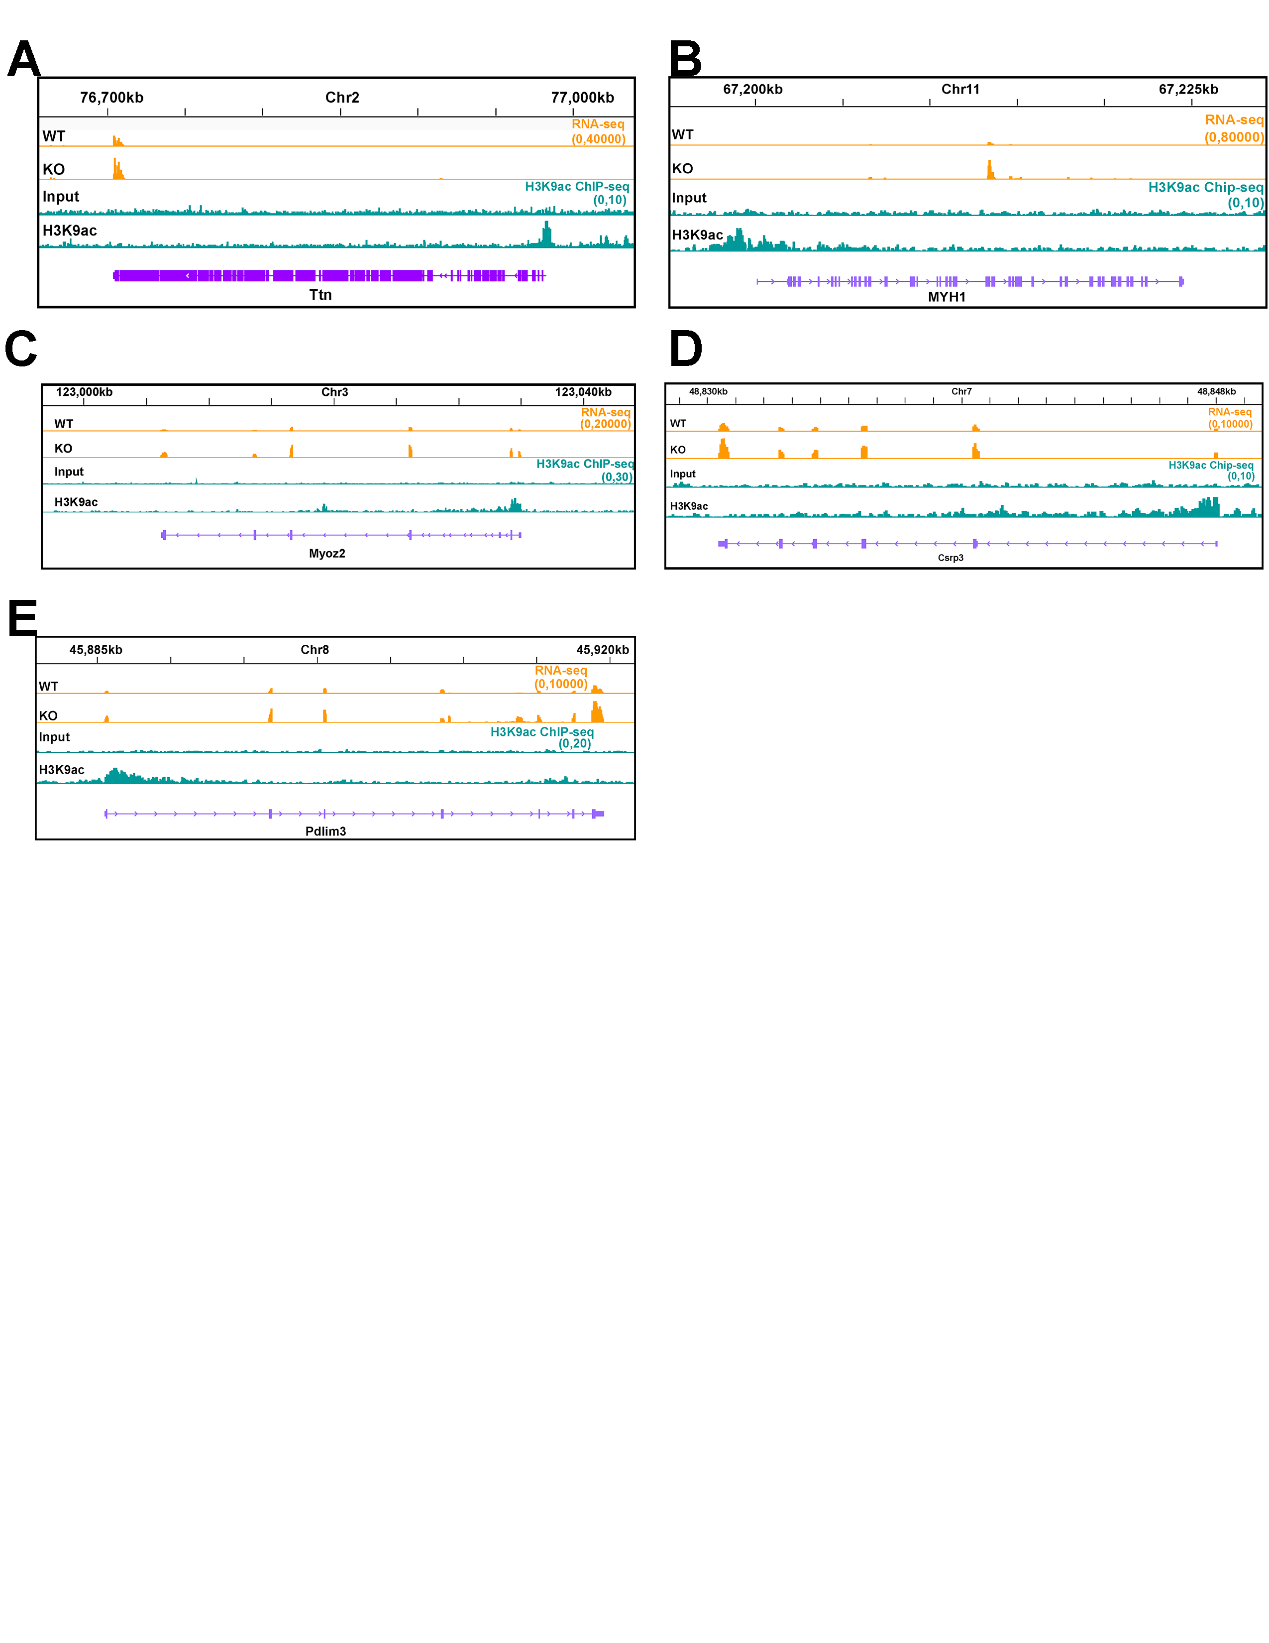

**Figure S7. Integrated RNA-seq and ChIP-seq profiles for gene expression and epigenetic markers.** A-E) Combined profiles of RNA-seq (orange), H3K9ac (green) ChIP-seq profiles for *Ttn (A), Myh1 (B), Myoz2(C), Csrp3(D), Pdlim3(E).* The RNA-seq results showed a significant increase in *Ttn (A), Myh1 (B), Myoz2(C), Csrp3(D), Pdlim3(E)* expression after *SYISL* knockout, and the H3K9ac ChIP-seq results showed that there were H3K9ac enrichments at their regulatory region.

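Of the genes *Ttn*, *Myh1*, *Myoz2*, *Csrp3* and *Pdlim3*, all 5 were called higher in KO in the RNA-seq counts, and no KO value overlapped a WT value. *Ttn* (ENSMUSG00000051747.15, chromosome 2, 76703980 to 76982547 in mm10), which encodes titin, rose from 1871 ± 86.4 CPM in WT to 3456 ± 243 CPM in KO (SD, n = 3 each), a log2 fold change of 0.88 (standard error 0.073, adjusted p = 1.04e-05 from edgeR's quasi-likelihood test). *Myoz2* (ENSMUSG00000028116.13, chromosome 3, 123006206 to 123035015), whose locus is near *Synpo2*, rose from 94.4 ± 2.44 to 220.2 ± 34.1 CPM, a log2 fold change of 1.22 (standard error 0.097, edgeR adjusted p = 8.24e-06). *Csrp3* (ENSMUSG00000030470.15, chromosome 7, 48830398 to 48848033) rose from 97.8 ± 1.34 to 171 ± 15.0 CPM, a log2 fold change of 0.81 (standard error 0.060). *Pdlim3* (ENSMUSG00000031636.7, chromosome 8, 45885461 to 45919548) rose from 144 ± 4.84 to 316 ± 35.9 CPM, a log2 fold change of 1.13 (standard error 0.077). The ChIP-seq profiles were not analysed here.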

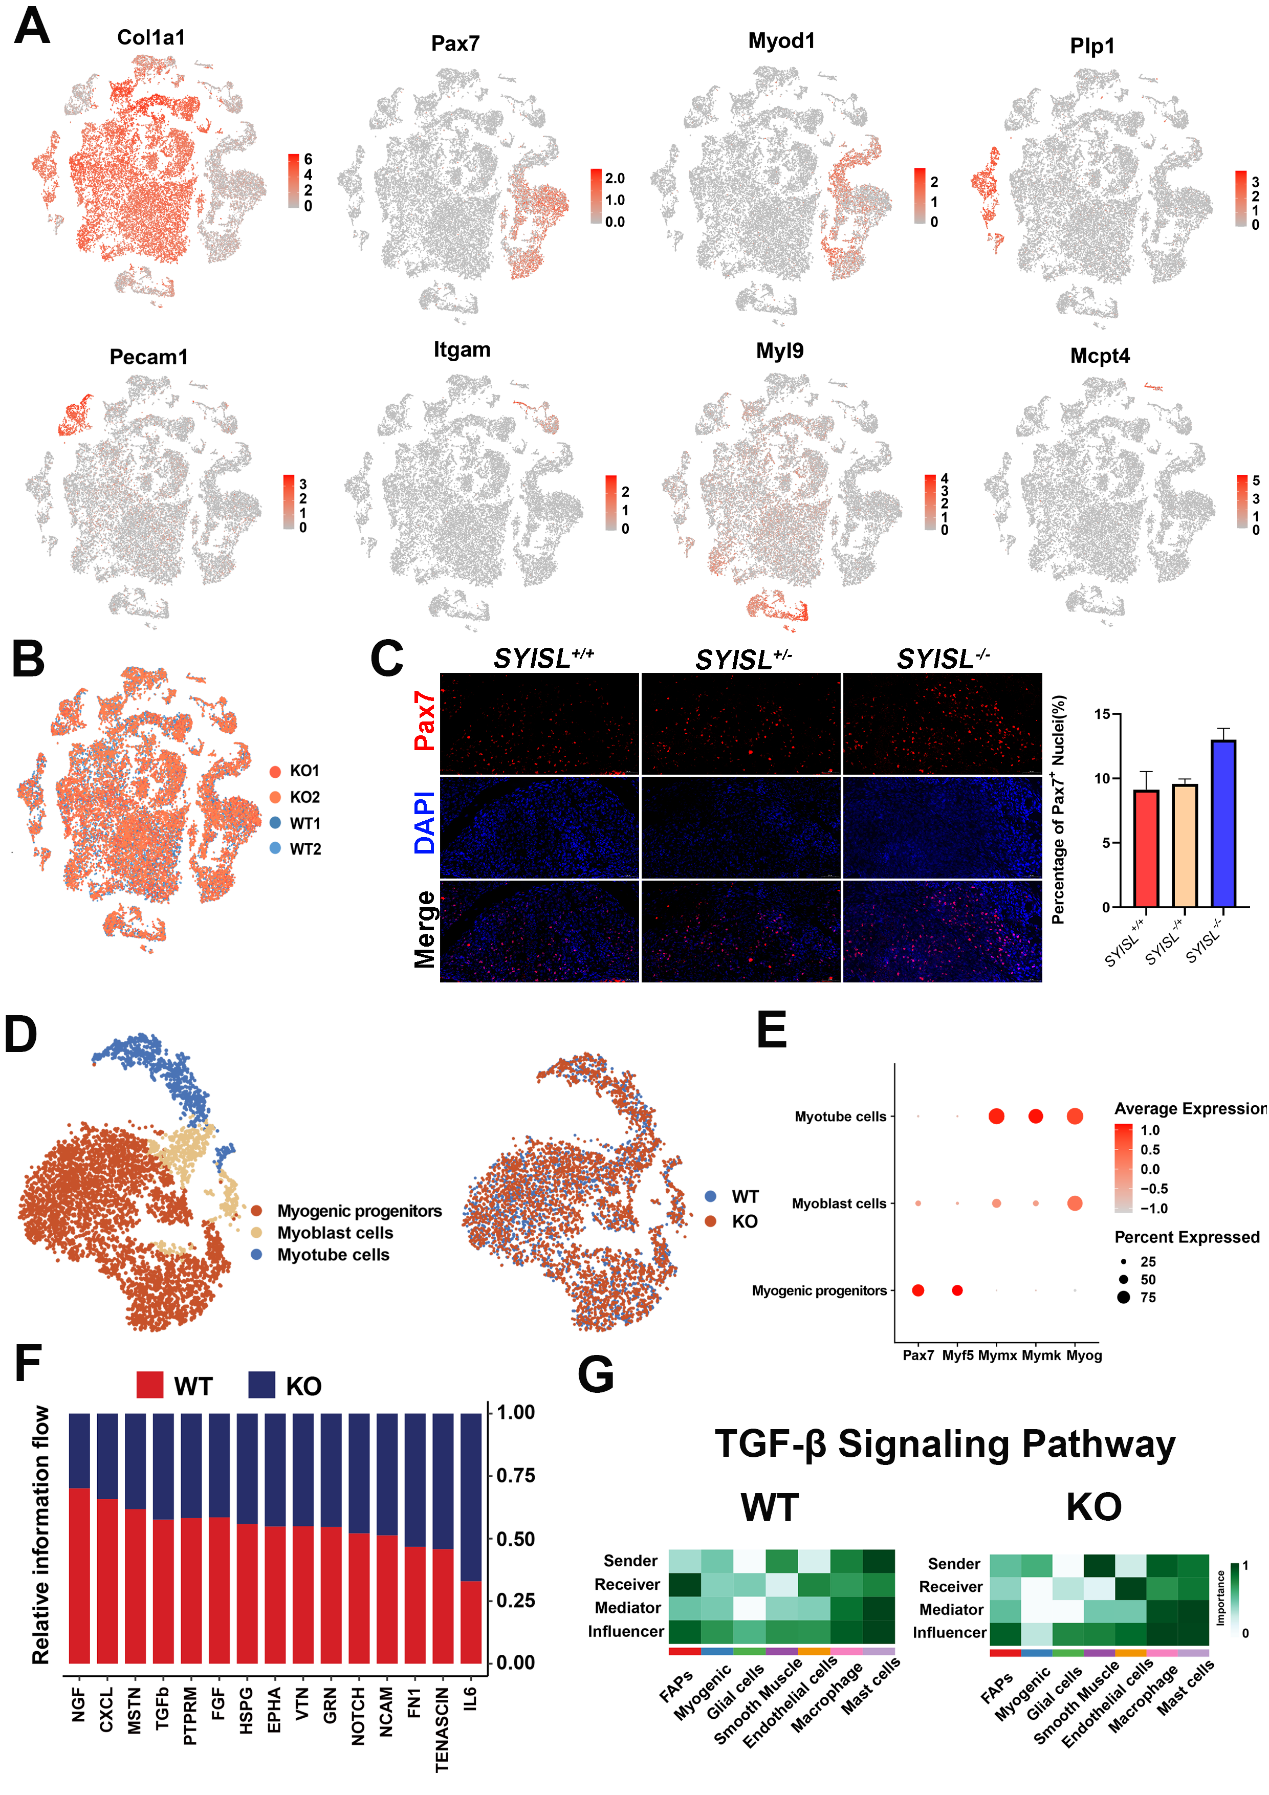

**Figure S8.** **Single-cell analysis of leg muscles from littermate mice with different genotypes.** A) The t-SNE plots depict the expression of marker genes of transcriptional profiling of leg muscles, facilitating the identification of distinct cellular clusters. The t-SNE axes reveal the distribution of cells, while the gradient of color from gray to red illustrates the relative expression levels of each gene. Quantitative values are indicated on the color scale bars located on the right side of each plot. B) t-SNE plot representing the single-cell profiles of leg muscles from various samples, with colors identifying distinct samples. C) Representative images of immunofluorescence staining for Pax7 in both *SYISL*^+/+^, *SYISL*^-/+^and *SYISL*^-/-^ fetuses at E18.5d and quantification analysis of immunofluorescence results showed that compared with WT (*SYISL*^+/+^) fetuses, Pax7 protein expression in muscles was significantly upregulated *SYISL*^+/-^ and *SYISL*^-/-^ fetuses. Scale bars, 100 μm. D) Two different t-SNE plots are used to visualize the various types of muscle cells (left plot) and their genotypic classifications (right plot). The cell types are primarily divided into Myogenic progenitors (red), Myoblast cells (yellow), and Myotube cells (blue); genotypes are classified into WT (blue) and KO (red). E) This dot plot illustrates the expression levels of marker genes across different stages of myogenesis, including Myogenic progenitors (*Pax7^+^/Myf5^+^*), Myoblast cells (*Myog^+^/Mymk^-^*), and Myotube cells (*Mymx^+^/Mymk*^-^). The vertical axis lists the different subgroups, and the horizontal axis categorizes the marker genes based on their expression in these cell types. The size of the dots represents the proportion of cells expressing each gene, while the color intensity indicates the relative levels of gene expression. F) Bar graph illustrating differential signaling pathways between WT and KO samples within all cells. Each bar represents the relative information flow through various pathways, with red bars indicating WT and blue bars representing KO. G) Communication networks of TGF-β pathways analyzed using CellChat. The heatmap displays the roles of each cell type in the communication network. The intensity of the color in the heatmap corresponds to the level of activity or influence of each cell type within these roles.

Table S1. Sequence of primers for RT-qPCR and ChIP-qPCR

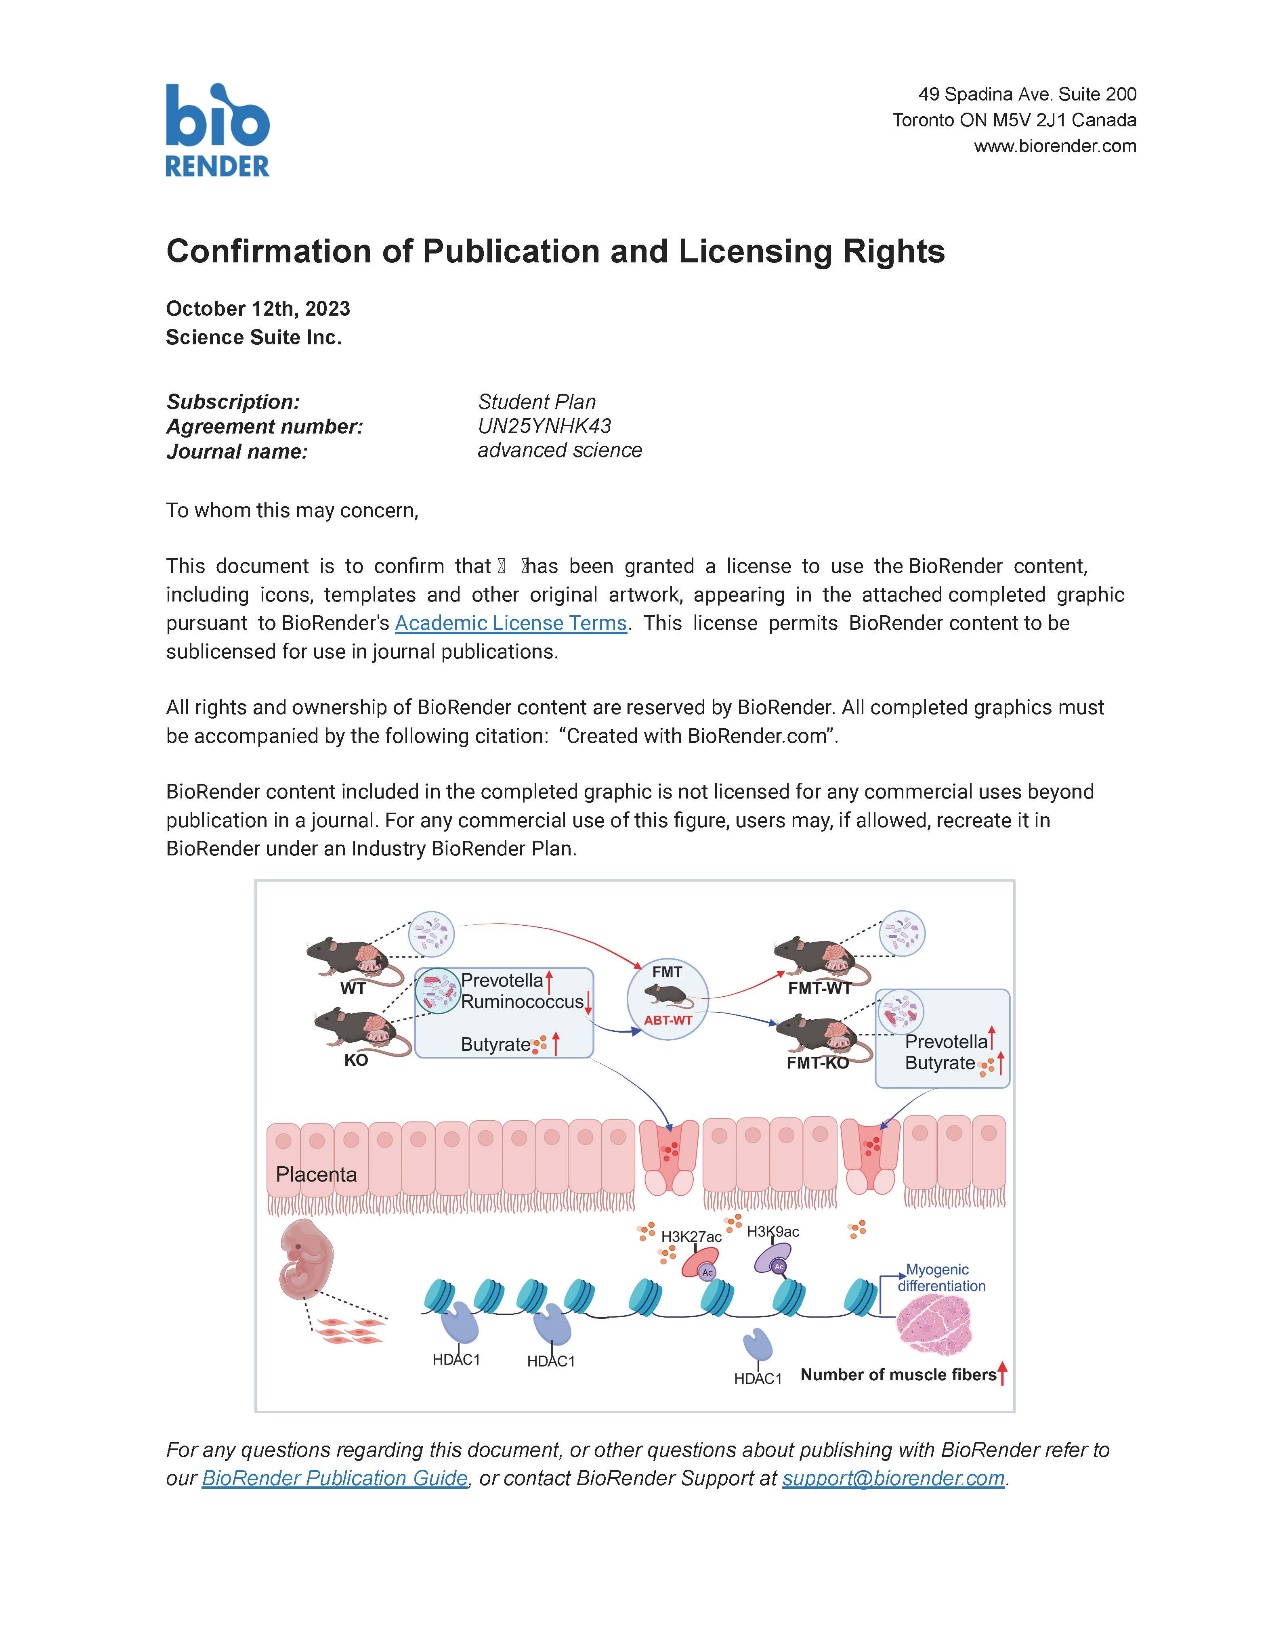

**Supplement:** Supplementary file 1 — Supporting Information

How the deposited data were processed for this re-analysis (not part of the article)

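RNA-seq counts of leg muscle from mouse fetuses at embryonic day 18.5 were used, with 3 WT and 3 *SYISL* KO samples. The other experiments of the paper were not analysed here. According to the methods text, the authors processed 150 bp paired-end reads with Trim Galore, mapped them to mm10 with Hisat2 and counted them per gene with featureCounts. The deposited values are raw counts per gene, as whole numbers, with no normalization, and genes with a count of 0 in every sample are listed. The gene annotation, the strand setting and whether reads or read pairs were counted are not stated. Counts were deposited per sample and as a table of the whole series, and 0 values differed between these. Of 56262 genes listed, 18920 had no count in any sample. Of the gene IDs, 55227 were found in GENCODE release M21 and 1035 were not, and 31 genes tested had no symbol.

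Counts were analysed in R 4.3.3. The main test was edgeR 4.0.16, with the filter filterByExpr, TMM normalization and the quasi-likelihood F-test with default settings, on genotype alone. CPM values use the TMM-scaled library sizes. P-values were adjusted by the Benjamini-Hochberg method over the 22071 genes tested. DEGs were called at an adjusted p under 0.05 and a fold change over 1.5, the thresholds of the Figure 7A legend. Replicate numbers are not said to mark litters, and the deviations of WT and KO samples with the same number from their group means correlated at -0.20, -0.13 and 0.05, so the samples were not treated as paired. The depth was 82054811 to 102233181 counts per sample.

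The genes named are those the paper names in Figures 7C, 7D and S7 or in its text on these experiments, the host gene of *SYISL*, and the genes of marker lists. Added to these were the 5 largest rises and the 5 largest falls among DEGs with a mean of at least 5 CPM and no overlap between genotypes. This rule, the tests of genes, lists and sets, and most alternatives were set before the data were examined. Of the tests that weigh explanations, some were chosen later, as stated with them. The marker lists were also written before the data were examined. They cover epidermis, cartilage, bone, red blood cells, glia, fat, mesothelium, liver, macrophages, endothelium, fibroblasts, proliferation, muscle fibers, mature muscle, embryonic muscle, HDAC genes, succinate metabolism, SCFA metabolism, female and male genes. The median log2 fold change of each list was compared with 10000 random lists of the same size drawn within 50 expression bins, with a random seed of 1. Each list was also tested with camera, adjusted over 23 lists.

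Principal components were taken from log2 CPM with a prior count of 2. Gene sets were the mouse Reactome sets shipped with fgsea, 923 of 1457 with 10 to 500 tested genes. They were tested with camera and fry of limma 3.58.1 on voom values, with fgsea 1.28.0 on a signal-to-noise ranking whose SD had a floor of 0.2 times the mean, and, for over-representation among DEGs, with a one-sided Fisher's exact test. GO and KEGG annotation was not used here. The values of 1 gene are not reported here.

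The alternatives were RLE factors, upper-quartile factors and library size in place of TMM, DESeq2 1.42.0 and limma-voom in place of edgeR, no filter or at least 10 counts in every sample, a replicate block, other thresholds, and leaving out each sample in turn. Alternatives chosen after seeing the data were DESeq2 with a fold change over 2, DESeq2 with unadjusted p, the share of Y-linked counts as a covariate, counts thinned to the smallest library, offsets for GC content and length with splines of 5 degrees of freedom, leaving out the 10 most counted genes of each library, and leave-one-out fits for the marker lists and the over-representation. The tests were run on simulated data with 22071 genes, 200 of them changed. edgeR, DESeq2 and limma-voom each called 198 of these (99%) and called 13, 8 and 15 unchanged genes. No simulated change was under 2-fold, and far fewer genes changed than were called in the data. Recovery near the 1.5-fold threshold was therefore not tested. Of the random gene sets simulated, camera called 0, fry 4 and camera with estimated correlation 0, and each of these called the changed set. The simulated genes varied independently, so these calls say nothing on sets whose genes vary together.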

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

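Among the tests that weigh explanations here, some were set before the data were examined. These are the tests on the medians of the epidermis, cartilage and bone lists and the split of the samples for DEGs. All others that weigh explanations were chosen after the result was seen. Of 12 marker lists of tissues and cells that the paper's text on this RNA-seq does not mention, 6 differed between WT and KO by a median fold change beyond 1.5 with a camera adjusted p under 0.05. None of these 6 passed camera with correlations estimated from the data (adjusted p 0.239 or 0.344). Other splits of the 6 samples called 7 to 14 of 23 lists, against 17 for the split by genotype, so camera calls alone carry little weight here. The genotype split had the most lists called (1 of 10 splits), and 10 splits cannot give a share under 0.1.

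The epidermis list was lower in KO, with a median log2 fold change of -4.13 over 18 genes (camera, adjusted p = 2.75e-17), and all 18 were lower in every KO sample. The median lay between -4.23 and -3.94 with each sample left out, and between -4.20 and -4.06 under the other scalings. Summed over the list, the WT samples held 19209, 28355 and 21227 CPM and the KO samples 891, 1029.5 and 982 CPM, or 2.29% and 0.0967% of all counts. The 2 most abundant genes were *Krt1* (9575 to 215 CPM) and *Krt10* (5837 to 79.3 CPM), and *Krtdap* fell from 1229.5 to 90.0 CPM. Of the list, 17 genes reached 1 CPM in every sample, KO included, 0 are in another list and 0 are in the figures of the paper. More skin in the WT dissections is a candidate explanation for part of the genes lower in KO. The list was chosen before the data were examined and could have stayed near 0, but its fall of -4.13 does not tell skin in the dissections from an effect of the genotype on skin. The genes lower in KO followed the order of the epidermis genes among the WT samples (replicate 2, then 3, then 1) in 57.0% of cases, against 25.5% of all genes tested and 11.9% of genes higher in KO. The WT samples lay in the same order along PC1, with scores of -67.6, -55.8 and -53.5. Lower genes of any tissue may therefore share it, although *Hbb-bs* and *Col2a1* did not, so the order alone does not point to skin. A smaller share of the same epidermis would lower its abundant genes alike, and 17 abundant genes spread over 8.89 log2 units, from *Krt77* (-10.24) to *Trp63* (-1.35), with standard errors up to 0.346. Layers of the skin sampled in unequal shares stay open, as does an effect of the genotype on the skin, which was not tested.

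The red blood cell list was lower in KO, with a median of -3.10 over 7 genes (camera, adjusted p = 4.5e-08), and all 7 were lower in every KO sample. The median lay between -3.19 and -2.82 with each sample left out. The WT samples held 4410, 5191 and 3947 CPM and the KO samples 548, 669 and 575 CPM. *Hbb-bs* fell from 2330 to 311 CPM and *Hba-a1* from 1133 to 174 CPM, and the adult globin genes share reads. Of the list, 6 genes reached 1 CPM in every sample. A smaller amount of the same blood would lower its abundant genes alike, and 5 of them spread over 0.891 log2 units, from *Hbb-bt* (-3.59) to *Hba-a1* (-2.70), with standard errors up to 0.292. The embryonic globins *Hbb-y* (-1.17) and *Hba-x* (-1.07) fell less, at 1.86 CPM in WT or less. A difference in blood content together with blood of another maturity stays open, and an effect of the genotype was not tested.

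The mesothelium list was lower in KO, with a median of -1.82 over 6 of its 7 genes (camera, adjusted p = 0.00158), between -1.95 and -1.62 with each sample left out. Called lower were *Msln* (-2.37), *Upk3b* (-5.20), *Upk1b* (-2.11) and *Krt19* (-1.54), and 1 gene of the list (*Msln*) is in the figures of the paper. All 4 of the called genes followed the order of the epidermis genes among the WT samples, so the source of the epidermis genes may have brought them. The WT samples lay in that order along PC1 too, so it does not show a shared source. The called genes are few, and mesothelium itself or an effect of the genotype stays open.

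The cartilage list was lower in KO, with a median of -0.98 over 11 genes (camera, adjusted p = 0.00223), between -1.10 and -0.91 with each sample left out, and 8 genes were called lower. *Col2a1* fell from 278 to 141 CPM. The bone list had a median of 0.20 (camera, adjusted p = 0.804) over genes that went both ways, with *Dmp1* (-0.67) called lower, *Sp7* (-0.21) lower and *Bglap* (0.63) called higher, so the median decides nothing on cartilage or bone in the WT dissections. A smaller share of the same bone in KO is argued against by 4 abundant genes that spread over 1.08 log2 units, from *Dmp1* to *Phex* (0.41), with standard errors up to 0.0913. A smaller share of the same cartilage is argued against by 7 abundant genes that spread over 1.81 log2 units, from *Col9a1* (-1.40) to *Acan* (0.41), with standard errors up to 0.124. The direction of *Col11a2* (-0.0055) and *Hapln1* (0.051) changed under other settings. Cartilage or bone of another stage and an effect of the genotype stay open and were not tested.

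The paper identifies macrophages in leg muscle by single-cell RNA-seq, as it does endothelial and glial cells and FAPs, and those data were not analysed here. The macrophage list was higher in KO, with a median of 0.67 over 8 genes (camera, adjusted p = 5.54e-05), between 0.63 and 0.70 with each sample left out, and 5 genes were called higher. Of these, *C1qb* (0.61) fell under the 1.5-fold threshold with library size only (0.54), without WT replicate 2 (0.57) and without KO replicate 1 (0.56). All 8 reached 1 CPM in every sample. *Itgam*, the macrophage marker named in the legend of Figure 8G, is in the list and did not rise (-0.034, edgeR adjusted p = 0.848). *Mrc1* rose from 83.3 to 157 CPM. A larger share of the same macrophages would raise 6 abundant genes alike, and they spread over 0.564 log2 units, from *Csf1r* (0.35) to *Mrc1* (0.91), with standard errors up to 0.0638. A change in the state of macrophages, with or without a change in their share, may remain, and an effect of the genotype was not tested.

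The fat list was higher in KO, with a median of 2.55 over 8 genes (camera, adjusted p = 9.73e-04), between 2.22 and 2.95 with each sample left out. Of these, 7 were called higher and 1 lower (*Ucp1*, -2.01, at 0.527 CPM in WT). *Adipoq* rose from 7.03 to 44.9 CPM and *Cfd* from 1.86 to 35.4 CPM. Only 3 of the 8 reached 1 CPM in every sample. *Cidea* (0.62) fell under the 1.5-fold threshold with library size only (0.55) and with thinned counts (0.58). A larger share of the same fat in KO would raise its abundant genes alike, and 4 of them spread over 1.77 log2 units, from *Plin1* (2.44) to *Cfd* (4.21), with standard errors up to 0.502. Fat of another state in the KO dissections, with or without a larger share, and an effect of the genotype on fat stay open and were not tested.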

How the results depend on the processing

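Alternatives chosen after seeing the data were the male share covariate, thinned counts, GC content and length offsets, leaving out the 10 most counted genes, DESeq2 with other thresholds, and leave-one-out for lists and over-representation. The count of DEGs depended on the fold-change threshold. A fold change over 2 gave 774 higher genes (763 with DESeq2), and no fold-change threshold gave 4838 higher and 5098 lower. The 6 fits that each left out 1 sample gave 1660 to 1953 higher and 1691 to 1924 lower genes. All other alternatives stayed within 1.5 times the main counts, but the balance moved with the scaling, from 1528 higher and 2088 lower with library size only to 2188 and 1673 with upper-quartile factors. With the replicate block, 1744 genes were higher and 1777 lower, and no call of a named gene or of the 3 sets changed.

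The PC1 share was 89.8% with 500 genes, 95.03% with vst values, 56.3% with unit variance, 96.1% with untransformed CPM, 78.7% with a prior count of 0.5 and 78.2% to 82.2% with 1 sample left out. The cause was not tested. Camera with estimated correlation gave an adjusted p of 0.504 for the HDAC, junction and striated muscle sets, and fgsea gave 0.544 for the HDAC set. Over the alternatives other than leave-one-out, the adjusted p lay from 0.00226 to 0.544 (HDAC), from 2.11e-04 to 0.504 (junction) and from 1.79e-09 to 0.504 (striated muscle). With 1 sample left out it was 0.0108 to 0.0276, 5.86e-05 to 3.49e-04 and 1.36e-10 to 5.45e-09. The lower DEGs alone gave 20 over-represented sets, and 28 to 37 sets were called with 1 sample left out.

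Of 147 named genes under 18 alternatives, 2574 of 2637 values kept direction and side of the threshold, 15 were weaker, 17 stronger and 31 reversed. All 11 genes with reversed values had changes near 0. With library size only, the log2 fold change was -0.048 for *Tgfbr1*, -0.039 for *Acvr2b*, -0.031 for *Sdc4* and -0.020 for *Hapln1*. With upper-quartile factors it was 0.056 for *Acvr2a*, 0.0092 for *Notch2*, 0.027 for *Myh3*, 0.030 for *Myf5*, 0.032 for *Suclg2*, 0.062 for *Col11a2* and 0.035 for *Itgam*. The median of all genes was 0.064 with upper-quartile factors and -0.073 with library size only, against -0.0041 in the main fit. With the male share covariate it was 7.4e-04 for *Acvr2a*, -0.021 for *Acvr2b* and 0.013 for *Col11a2*. With GC content and length offsets it was 0.0046 for *Acvr2a*, 0.025 for *Suclg2*, 0.079 for *Col11a2* and 0.011 for *Itgam*. With 1 sample left out, the range was -0.018 to 0.057 for *Tgfbr1*, -0.048 to 0.027 for *Acvr2a*, -0.029 to 0.086 for *Acvr2b*, -4.8e-04 to 0.090 for *Sdc4*, -0.092 to 0.077 for *Myf5*, -0.066 to 0.011 for *Suclg2*, -0.044 to 0.026 for *Col11a2*, -0.084 to 0.17 for *Hapln1* and -0.12 to 0.069 for *Itgam*.

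Of 21 lists (without the female and male genes), 184 of 189 values kept direction and side of the threshold, 1 was weaker (endothelium) and 4 reversed. The HDAC gene list was 0.061 with upper-quartile factors and -0.034 to 0.024 with 1 sample left out. The liver list was -0.68 to 0.29 with 1 sample left out, and 0.29 without WT replicate 1. The cause was not tested. Thinning to the smallest library left 21747 genes to test and kept 1702 of 1835 higher and 1756 of 1852 lower calls.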

Differences from the paper's values

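The paper states 2037 DEGs, and 3687 were called here. Of the alternatives set before the data were examined, a fold change over 2 in place of over 1.5 gave 2043 DEGs and closed the gap, and the others did not. DESeq2 with a fold change over 2 gave 2062 and was chosen after seeing the values.

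The paper states 759 genes higher in KO, and 1835 were called here. Of the alternatives set before the data were examined, a fold change over 2 gave 774 and closed the gap, and the others did not. DESeq2 with a fold change over 2 gave 763 and was chosen after seeing the values.

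The RNA-seq genes in the Venn diagram of Fig. 7E number about 3900, read by eye. The 3687 DEGs called here at a fold change over 1.5 are near that number, as are the 3921 at an unadjusted p, while a fold change over 2 gave 2043. DESeq2 with unadjusted p gave 3913 and was chosen after seeing the values. The dashed lines of Figure 7A lie, read by eye, at a log2 fold change of about 1 in either direction, while its legend gives a fold change over 1.5. The settings behind the paper's numbers therefore stay open.

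The NES of the HDACs deacetylate histones set is about 1.4 in Fig. S6B, read by eye, and was 1.20 here. The NES of the cell-cell junction organization set is about 1.5 in Fig. S6C, read by eye, and was 1.79 here. With each sample left out in turn, the NES lay between 0.93 and 1.30 for the HDAC set and between 1.72 and 1.83 for the junction set, so these fits did not reach the values of the figures. The NES was not computed under other alternatives.

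The paper states that the knockout affected the pathway of HDACs that deacetylate histones past its threshold. With fgsea, the adjusted p of this set was 0.544 here. Over the alternatives other than leave-one-out the adjusted p lay from 0.00226 to 0.544. Camera with the preset correlation (0.0131) and fry (0.00226) called the set. Clsn1, shown in Figure 7C, matched no gene symbol.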

Other observations

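Among the tests that weigh explanations here, some were set before the data were examined. These are the tests on advanced development, on a larger share of fibers, on sex and on splits for DEGs. All others that weigh explanations were chosen after the result was seen.

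Muscle lists rose by unequal amounts. The muscle fibers list rose by a median log2 fold change of 1.29 (10 of 10 genes called, between 1.20 and 1.42 with each sample left out). The mature muscle list rose by 2.08 (10 of 10 called, between 2.03 and 2.16), and 4 of its genes are in Figure 7C. The embryonic muscle list had a median of 0.28 (camera, adjusted p = 0.190, between 0.26 and 0.31), with *H19* (0.79) and *Actc1* (0.66) called higher. *Dlk1* (0.38), *Igf2* (0.38) and *Ncam1* (0.28) rose by less than the 1.5-fold threshold, each with an adjusted p under 0.05 in edgeR. *Tnnt2* (-0.27), *Myl4* (-0.11), *Chrng* (-0.087) and *Myh3* (-0.040) lay below 0, and of these only *Tnnt2* had an adjusted p under 0.05. More advanced development alone needs a fall of the embryonic list. Its median of 0.28 is over genes that went both ways and lies within the range of random lists (-0.19 to 0.32), so this explanation stays open. A larger share of the same fibers alone needs equal rises, and the mature list rose by 0.80 more than the fibers list (0.73 to 0.86 with each sample left out). Dilution of the WT samples by the genes lower in KO allows a log2 rise of 0.092, since these genes took 7.53% of the counts in WT and 1.45% in KO. Other tissue in the WT samples would also bring transcripts that were not called lower, and this value leaves them out. It therefore cannot exclude dilution by other tissue. More mature fibers together with a larger share of fibers may account for the pattern, as the fibers list rose by 1.00 more than the embryonic list (0.90 to 1.12). Of the 18 higher genes of Figure 7C, 3 rose more than the median of the fibers list and 15 did not. Whether the genotype or the dissection changed the share of fibers was not tested.

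The number of DEGs was weighed against technical causes. Counts thinned to the smallest library gave 3607 DEGs, and leaving out the 10 most counted genes of each library gave 3682. Offsets for GC content and length gave 3866 and the male share as a covariate gave 3809, so none of these accounts for the difference as a whole. Only the split by genotype gave as many DEGs (1 of 10 splits, and 10 splits cannot give a share under 0.1). The other splits gave 0 DEGs, with 151 to 734 genes at an unadjusted p under 0.05, against 11446 for the split by genotype. According to the methods text, KO females were paired with KO males. If the RNA-seq fetuses came from such matings, the genotypes of fetus and mother, the maternal gut microbiota and the litter go together. None of the tests here can separate these.

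Set tests fared differently under other splits. For the HDACs deacetylate histones set, 3 of 10 splits gave a camera p as small, and for the cell-cell junction and striated muscle sets 1 of 10 did. For the number of Reactome sets called, 1 of 10 splits gave as many, with 40 to 225 sets in the other splits against 255. For the number of sets over-represented among DEGs, the count of 1 of 10 was fixed by the 0 DEGs of the other splits and tests nothing more. The 11 HDAC genes had a median of -0.0075 (camera, adjusted p = 0.983), with *Hdac1* at -0.25, *Hdac9* at 0.29 and *Hdac4* at 0.16, and 0 were called, although 3 had an adjusted p under 0.05 in edgeR.

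Sex-linked genes differed between samples of the same genotype. *Xist* had 1.48, 784 and 413 CPM in WT and 837, 588 and 604 CPM in KO. The 4 Y-linked genes summed to 166, 0.0242 and 69.8 CPM in WT and 0.0747, 64.8 and 64.2 CPM in KO. As lists, the female gene had a log2 fold change of 0.76 and the male genes a median of -0.83, and none was called. Both depended on single samples. The female value was 0.18 without WT replicate 1 and 1.71 without WT replicate 2. The male median was 0.32 without WT replicate 1, -0.24 without KO replicate 1 and -1.41 without WT replicate 2. In WT replicate 3 and KO replicates 2 and 3 both kinds were present. The *Xist* share and the Y-linked share of these samples, each relative to the highest sample, add up to a mean of 1.04, so fetuses of both sexes in 1 sample may account for it. Reads of WT replicate 1 in the KO samples would bring its epidermis genes too, which reached 5.36% of their level there, against 39.0% for the Y-linked genes. The paper does not say whether fetuses were pooled.

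The interferon signaling set rose, with a median log2 fold change of 0.33 over 107 genes (0.30 to 0.35 with each sample left out), 36 called higher and 6 lower. *Isg15* rose from 1.02 to 6.40 CPM and *Irf7* from 2.75 to 12.7 CPM. Among the 6 called lower, *Oas1f* fell most, from 11.0 to 0.317 CPM (log2 fold change -5.10). These genes are named after their values were seen. A larger share of macrophages alone is argued against by 25 genes of the set that rose more than the highest macrophage gene (0.91). Leaving out the genes on chromosome 1 gave a camera p of 9.83e-10, but only 5 genes of the set lie there, so this tests nothing and a sequence difference stays open. An effect of the genotype or of the health of the fetuses or mothers stays open and was not tested.

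Myosin genes of the cluster on chromosome 11 share sequence. *Myh1* and *Myh2* rose more than *Myh8*, the lesser of these by 0.83, which argues against reads of *Myh8* as the whole cause. *Myh13* rose by 0.16 more than *Myh8*, within their errors. *Myh4* differed from *Myh8* by -0.63, a smaller rise beyond the errors, so its counts are not all reads of *Myh8*, but some of these beside unchanged reads of its own could give its rise. For *Myh13* and *Myh4*, their own rise and reads of *Myh8* cannot be told apart, since the counts do not show how shared reads were assigned.

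Other lists moved less. The median log2 fold change was 0.45 for glia (camera, adjusted p = 0.00158), 0.17 for endothelium (0.0177), 0.22 for fibroblasts (0.0011), -0.20 for proliferation (0.00158) and -0.31 for liver (0.983), none of whose 5 genes reached 1 CPM in every sample and whose direction changed without WT replicate 1 (0.29).

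Of 23 further genes that the paper names, 2 were called, *Myh8* and *Synpo2*, and 13 had an adjusted p under 0.05 in edgeR. *Mstn* (0.51), *Igf2* (0.38), *Sdc2* (0.23), *Mymk* (0.22), *Igf1* (0.17) and *Igf1r* (0.15) were higher. *Mymx* (-0.51), *Myog* (-0.22), *Myod1* (-0.22) and *Ptn* (-0.17) were lower, and *Mymx* passed the 1.5-fold threshold without KO replicate 2 (-0.62). *Pax7* (-0.13), *Notch3* (-0.078), *Notch2* (-0.059), *Myf5* (-0.038) and *Myh3* (-0.040) did not pass the threshold.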
